# Temporal dynamics and developmental memory of 3D chromatin architecture at *Hox* gene loci

**DOI:** 10.7554/eLife.02557

**Published:** 2014-04-29

**Authors:** Daan Noordermeer, Marion Leleu, Patrick Schorderet, Elisabeth Joye, Fabienne Chabaud, Denis Duboule

**Keywords:** chromatin domains, gene regulation, topological domains, Hox gene regulation, mouse

## Abstract

*Hox* genes are essential regulators of embryonic development. Their step-wise transcriptional activation follows their genomic topology and the various states of activation are subsequently memorized into domains of progressively overlapping gene products. We have analyzed the 3D chromatin organization of *Hox* clusters during their early activation in vivo, using high-resolution circular chromosome conformation capture. Initially, *Hox* clusters are organized as single chromatin compartments containing all genes and bivalent chromatin marks. Transcriptional activation is associated with a dynamic bi-modal 3D organization, whereby the genes switch autonomously from an inactive to an active compartment. These local 3D dynamics occur within a framework of constitutive interactions within the surrounding Topological Associated Domains, indicating that this regulation process is mostly cluster intrinsic. The step-wise progression in time is fixed at various body levels and thus can account for the chromatin architectures previously described at a later stage for different anterior to posterior levels.

**DOI:** http://dx.doi.org/10.7554/eLife.02557.001

## eLife digest

Most animals are symmetrical about an imaginary line that runs from the head to the tail. A family of genes called the *Hox* family ensures that the cells in an animal embryo develop into the correct body parts along this head-to-tail axis. *Hox* genes—which are found in animals as diverse as flies and humans—are often clustered on the chromosomes, and their order within a cluster affects when and where each *Hox* gene is ‘switched on’.

In mammals, *Hox* genes at one end of a cluster are switched on first and along almost the entire length of the embryo. *Hox* genes near the other end of the cluster are expressed later and only towards the hind end of the animal. And *Hox* genes at the furthest end of the cluster are expressed last and in the very tip of the developing tail. The time when a *Hox* gene is expressed depends largely on its relative position within the gene cluster. However, it is not clear how the ordering of the genes within a cluster is translated into a schedule whereby the genes are sequentially switched on during development.

Much of the DNA in a chromosome is wrapped around proteins to form a structure called chromatin; chromatin is normally tightly packed, but ‘unpacking’ it allows the genes to be accessed and switched on. Now, Noordermeer et al. have used a technique called ‘circular chromosome conformation capture’ to follow how the packing of the chromosomes that carry the *Hox* gene clusters changes during embryonic development. Harvesting cells from mouse embryos of different ages, and cross-linking the DNA to the proteins, allowed those genes that are packed in the chromatin to be distinguished from those that have been unpacked and activated.

When the embryo is still just a ball of almost identical cells, all the *Hox* genes are switched off and packed into inactive chromatin. However, Noordermeer et al. found that, as the embryo develops and when each *Hox* gene is switched on in turn, the relevant region of DNA is also unpacked and moved into more active chromatin. This mechanism likely prevents *Hox* genes that direct the development of the hind end of the mouse from being switched on too early, and hence it avoids body parts being misidentified and developing incorrectly. Further, the patterns of active chromatin vs inactive chromatin can be fixed at each section along head-to-tail axis, such that it will be memorized in all daughter cells produced subsequently from each particular body section.

Future challenges will be to uncover the trigger behind the step-wise transition of every *Hox* gene from inactive chromatin to active chromatin, and to crack the underlying ‘clock’ that controls the timing of this process.

**DOI:** http://dx.doi.org/10.7554/eLife.02557.002

## Introduction

Mammalian *Hox* genes encode proteins that are essential for patterning along the rostral-to-caudal body axis of the developing embryo (Duboule and Morata, 1994; Krumlauf, 1994). Mouse and human *Hox* genes are organized in four genomic clusters (*HoxA* to *HoxD*), where the relative position of the genes strongly impacts upon their patterns of expression. This structure-function relationship was initially described in *Drosophila* (Lewis, 1978) and further extended to vertebrates (Gaunt et al., 1988; Duboule and Dolle, 1989; Graham et al., 1989), where an additional correspondence exists between gene position and the timing of transcriptional activation (‘temporal colinearity’, Izpisua-Belmonte et al., 1991; Deschamps and van Nes, 2005).

In murine embryos, transcription of *Hox* genes can be divided in several phases and is first detected at around embryonic day 7 (E7) at the most posterior aspect of the primitive streak region (Deschamps and Wijgerde, 1993; Forlani et al., 2003). Over time, *Hox* genes are sequentially activated following their chromosomal order and transcripts encoded by the last *Hox* group 13 genes can be detected at around E9, that is two days after the onset of activation (Deschamps et al., 1999; Kmita and Duboule, 2003; Deschamps and van Nes, 2005). This transcriptional progression (the ‘*Hox* clock’, Duboule, 1994) thus extends over several days. In the pre-somitic mesoderm (PSM), this sequential activation needs to be coordinated with the time-sequenced production of body segments (the ‘segmentation clock’, Pourquie, 2003), such that newly produced somites acquire distinct genetic identifiers (Dubrulle et al., 2001; Zakany et al., 2001). Next, the various states of *Hox* gene activity are fine-tuned and memorized, ultimately leading to domains along the rostral to caudal axis where partially overlapping sets of HOX products can be observed (‘spatial colinearity’). As a result, genes located at 3′positions (e.g., groups 3, 4) are transcribed almost along the entire embryonic axis, including the lateral plate mesoderm, paraxial mesoderm and neural tube, whereas the 5′-located group 10 or 11 are active in the posterior trunk and group 13 in the tip of the tail bud only (Deschamps et al., 1999; Kmita and Duboule, 2003; Deschamps and van Nes, 2005).

While both temporal and spatial colinear processes likely reflect one and the same organizational principle, they are nevertheless implemented with distinctive features. Spatial colinearity could be recapitulated by several single-gene transgenes (e.g., [Puschel et al., 1991; Whiting et al., 1991]), yet not in all instances (Tschopp et al., 2012). Indeed, a systematic analysis of modified *HoxD* clusters *in vivo* revealed that, at a late stage, the sustained transcription of these genes at the correct body level primarily relies upon local regulatory elements (Tschopp et al., 2009), which are present in transgenic constructs. In contrast, the precise timing of *Hoxd* gene activation depends on the integrity of the full cluster, a genomic situation observed thus far in all animals developing following a temporal rostral to caudal progressive strategy during their early development (Duboule, 1994). The genomic clustering of *Hox* genes is thus considered as an essential feature for temporal colinearity to properly process, whereas it may not be as important for the correct distribution of HOX products along the AP-axis, at least in the late phase of spatial colinearity (Duboule, 2007; Tschopp et al., 2009; Noordermeer and Duboule, 2013).

Even though the mechanisms underlying temporal and spatial colinearities are becoming increasingly understood, many aspects of how genomic topology is translated into sequential transcriptional activation remain to be clarified. In vertebrates, two conceptual frameworks have been proposed to account for this process, the first relying on bio-molecular mechanisms (e.g., Duboule, 1994) and the second involving biophysical forces (Papageorgiou, 2001). In embryonic stem (ES) cells, that is cells that reflect best the state of *Hox* genes before their activation, *Hox* clusters are decorated by both repressive (H3K27me3) and activating (H3K4me3) marks (Bernstein et al., 2006; Schuettengruber et al., 2007; Soshnikova and Duboule, 2009; Noordermeer and Duboule, 2013). Subsequently, cells that activate these genes in a time sequence resolve this bivalent chromatin state and show two opposing distributions of histone marks over the *HoxD* cluster: transcribed genes carry large domains of H3K4me3 marks, whereas inactive genes are covered by H3K27me3 marks only (Soshnikova and Duboule, 2009).

The same dichotomy in chromatin marks over *Hox* gene clusters was observed in various parts of the E10.5 embryonic trunk, in parallel with the spatial colinear distribution of transcripts (Noordermeer et al., 2011). The analysis of the 3D chromatin organization at this stage revealed a bi-modal compartmentalization, whereby active genes labeled by H3K4me3 are clustered together and physically separated from the inactive genes, labeled by H3K27me3 that are also found in a defined spatial structure (Noordermeer et al., 2011). These 3D compartments, whose sizes correlate with the number of active vs inactive genes, may reinforce the proper maintenance of long-term transcriptional states at various AP levels by isolating *Hox* clusters from their surrounding chromatin and reducing interference between the active and inactive chromatin domains. Such distinct bimodal 3D organizations, associated with transcriptional regulation at *Hox* clusters, have been observed in other instances, either in the embryo (Montavon et al., 2011; Andrey et al., 2013) or in mouse and human cultured cells (Fraser et al., 2009; Ferraiuolo et al., 2010; Wang et al., 2011; Rousseau et al., 2014).

However, *in-embryo* conformation studies were reported so far only in the context of spatial colinearity, that is by comparing samples from different body levels at the same developmental stage. Consequently, a potential association between these bimodal chromatin structures and the progressive activation of transcription along the *Hox* gene clusters, rather than its maintenance, remained to be assessed. In this study, we describe the 3D organization of *Hox* gene clusters at high resolution during the implementation of temporal colinearity in the PSM and show that their stepwise activation occurs in parallel with their physical transition from a negative to a positive domain. We also show that this process is accompanied by series of long-range contacts with the flanking gene deserts, even though these contacts remain largely invariable throughout temporal colinearity, unlike what was observed during limb development (Andrey et al., 2013). We discuss whether this stepwise transition of genes from one domain to the other may guide temporal colinearity or, in contrast, is a mere consequence of a sequential transcriptional activation.

## Results

### Inactive *Hox* genes in ES cells are organized into a single 3D compartment

In order to monitor the 3D organization of *Hox* clusters during their sequential activation, we considered ES cells as a starting point of our time curve. These cells indeed represent early embryonic cells related to blastocyst inner cell mass cells, that is when *Hox* genes are all supposedly silent. We hypothesized that these cells reflect the ground state 3D architecture of the *Hox* clusters, which we assessed by using high-resolution 4C-seq (Circular Chromosome Conformation Capture; Noordermeer et al., 2011; van de Werken et al., 2012) and a variety of viewpoints within all four *Hox* clusters. These various baits generated similar interaction profiles with the majority of sequence reads covering the gene clusters and extending within several kilobases (kb) on either sides, as illustrated by *Hoxd13*, *Hoxd9* and *Hoxd4* (Figure 1A, Figure 1—figure supplements 1–4). Additional contacts were scored in the flanking gene deserts, though with significantly lower frequencies (see section ‘Temporal colinearity within a constitutive framework of long-range interactions’). The overall size of the strong interaction profiles exactly matched the distribution of bivalent chromatin marks in these cells, with a moderate level of H3K27me3 covering the cluster and rather weak H3K4me3 peaks labeling promoters (Figure 1A, Figure 1—figure supplements 1–4; Bernstein et al., 2006; Soshnikova and Duboule, 2009). Therefore, prior to their activation, *Hox* clusters are already organized into 3D chromatin compartments that physically separate the chromatin decorated by bivalent marks from the genomic surroundings, even though some contacts are established at a larger scale, outside the gene cluster itself (see section ‘Temporal colinearity within a constitutive framework of long-range interactions’).

**Figure 1.**
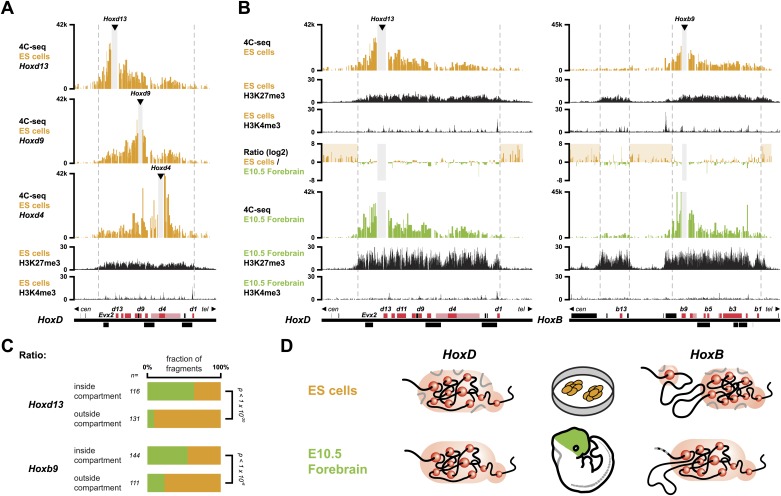
*Hox* clusters in ES cells are organized as 3D compartments. (**A**) Quantitative local 4C-seq signal for the *Hoxd13* (top), *Hoxd9* (middle) and *Hoxd4* (bottom) viewpoints in ES cells. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The boundaries of the inactive *Hox* gene compartments are indicated by dashed lines. The locations of *Hox* genes (red) and of other transcripts (black) are shown below. (**B**) Quantitative local 4C-seq signal for the *Hoxd13* (left) and *Hoxb9* (right) viewpoints, either in ES (orange) or in E10.5 forebrain (green) cells. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. Ratios between the 4C-seq signals in ES cells and E10.5 forebrain are indicated between the profiles, with signal in one color indicating that the viewpoint interacts more with this fragment in the sample represented by this color. Regions of increased interactions outside the 3D *Hox* gene compartments in ES cells are highlighted in orange. (**C**) Distribution of ratios inside and outside the inactive 3D *Hox* gene compartments in both ES and E10.5 forebrain cells. Fragments are classified either as positive in ES cells (orange), or positive in E10.5 forebrain cells (green). The number of fragments is indicated below. Significance between distribution inside and outside 3D compartments was calculated using a G-test of independence. (**D**) Model of 3D compartmentalization of the inactive *HoxD* and *HoxB* clusters in both ES cells and E10.5 forebrain cells. The increased contacts with the surrounding chromatin in ES cells are illustrated by invading grey lines. **DOI:** http://dx.doi.org/10.7554/eLife.02557.003

**Figure 1—figure supplement 1.**
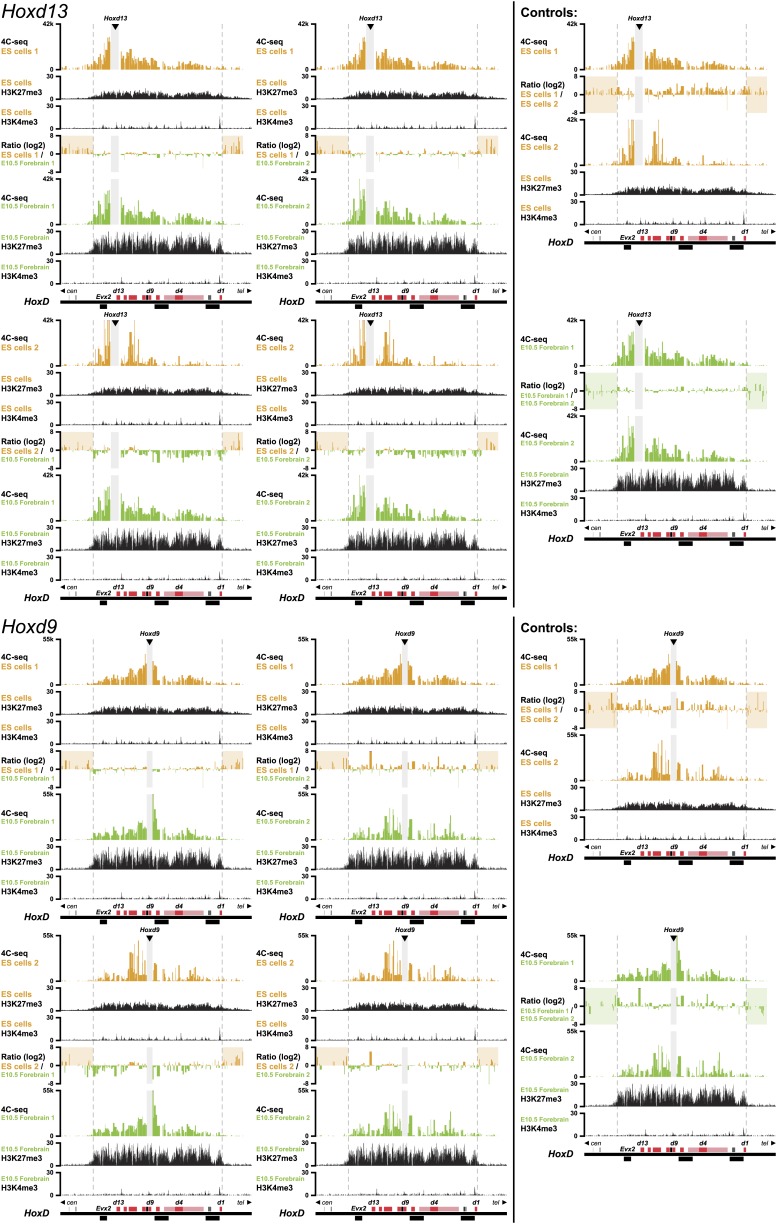
3D compartments in the *HoxD* cluster are less discrete in ES cells than in embryonic brain cells. Comparison of quantitative local 4C-seq signals for replicate samples with the indicated viewpoints, either in ES (orange) or E10.5 forebrain (green) cells. All six comparisons between two replicates in each condition are given. Viewpoints are indicated with arrowheads and regions excluded around the viewpoints are indicated with light grey boxes. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The ratios between 4C-seq signals are indicated between the corresponding profiles. The locations of *Hoxd* genes (red) and other transcripts (black) are shown below. Only regions covered by the random 4C-seq libraries are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02557.004

**Figure 1—figure supplement 2.**
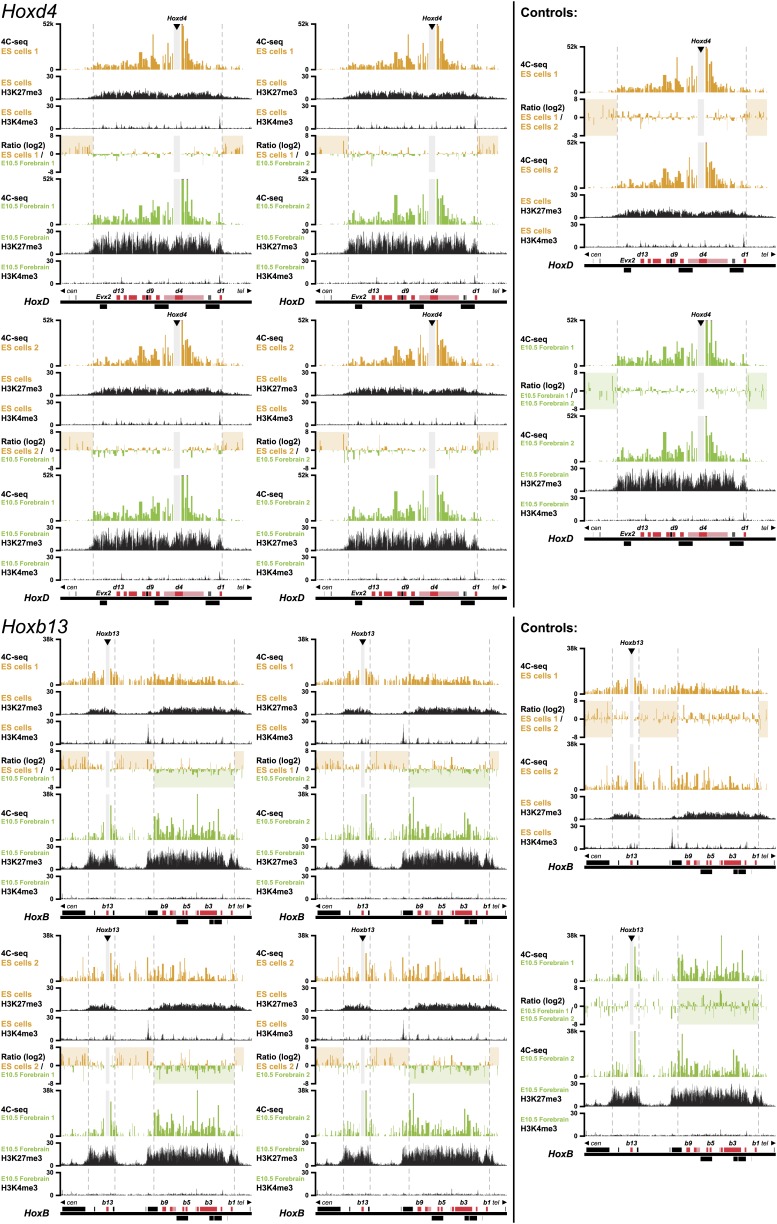
3D compartments in the *HoxD* and *HoxB* cluster are less discrete in ES cells than in embryonic brain cells. Comparison of quantitative local 4C-seq signals for replicate samples with the indicated viewpoints, either in ES (orange) or E10.5 forebrain (green) cells. All six comparisons between two replicates in each condition are given. Viewpoints are indicated with arrowheads and regions excluded around the viewpoints are indicated with light grey boxes. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The ratios between 4C-seq signals are indicated between the corresponding profiles. The locations of *Hoxd* and *Hoxb* genes (red) and other transcripts (black) are shown below. Only regions covered by the random 4C-seq libraries are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02557.005

**Figure 1—figure supplement 3.**
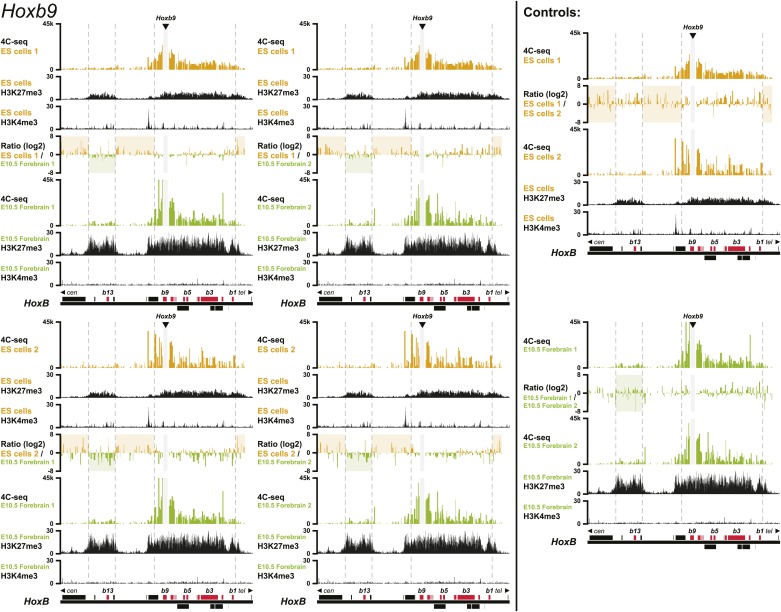
3D compartments in the *HoxB* cluster are less discrete in ES cells than in embryonic brain cells. Comparison of quantitative local 4C-seq signals for replicate samples with the indicated viewpoints, either in ES (orange) or E10.5 forebrain (green) cells. All six comparisons between two replicates in each condition are given. Viewpoints are indicated with arrowheads and regions excluded around the viewpoints are indicated with light grey boxes. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The ratios between 4C-seq signals are indicated between the corresponding profiles. The locations of *Hoxb* genes (red) and other transcripts (black) are shown below. Only regions covered by the random 4C-seq libraries are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02557.006

**Figure 1—figure supplement 4.**
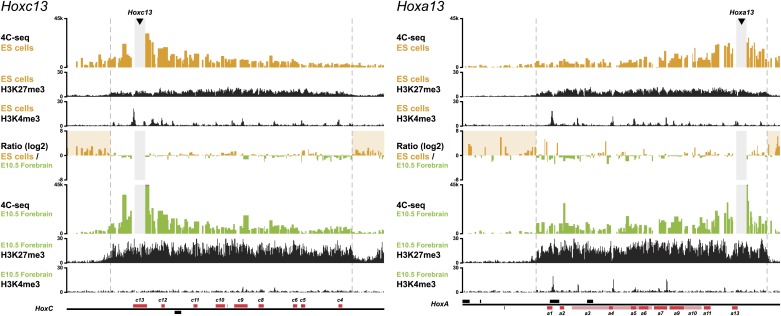
3D compartments in the *HoxC* and *HoxA* cluster are less discrete in ES cells than in embryonic brain cells. Comparison of quantitative local 4C-seq signals with the indicated viewpoints in ES (orange) or E10.5 forebrain (green) cells. Viewpoints are indicated with arrowheads and regions excluded around the viewpoints are indicated with light grey boxes. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The ratios between 4C-seq signals are indicated between the corresponding profiles. The locations of *Hoxc* and *Hoxa* genes (red) and other transcripts (black) are shown below. Only regions covered by the random 4C-seq libraries are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02557.007

**Figure 1—figure supplement 5.**
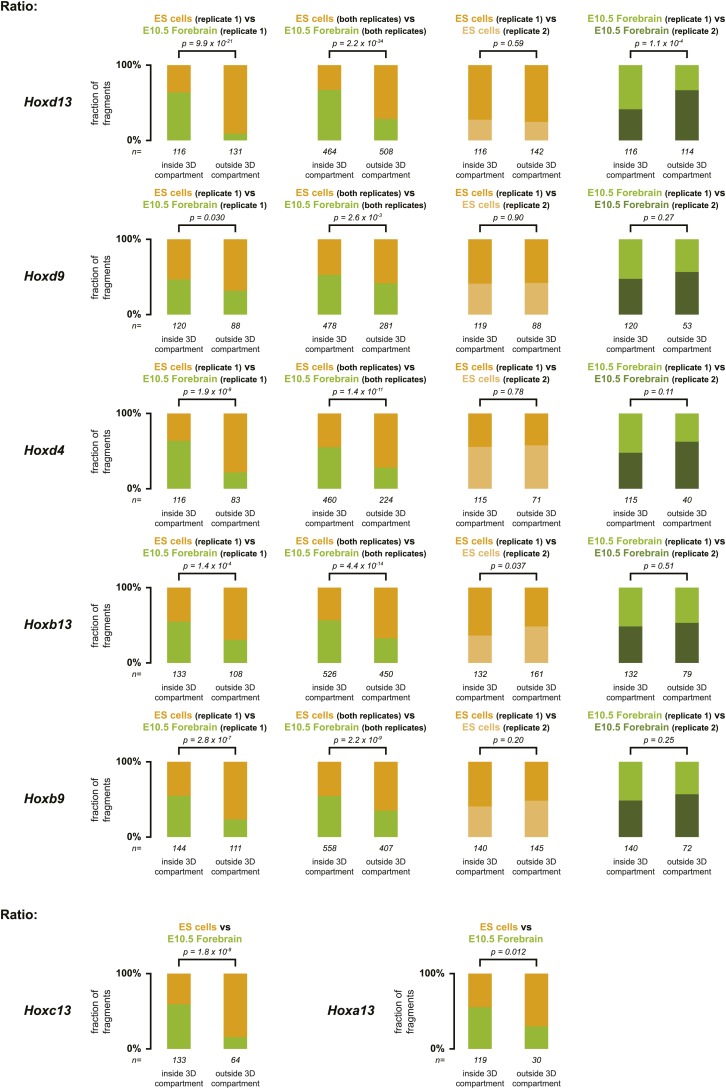
Distribution of ratios inside and outside the inactive 3D *Hox* gene compartments in both ES and E10.5 forebrain cells. The comparison between replicate samples one (as used in the main text) is indicated on the left, the comparison between combined replicate samples is indicated at the center left, the comparison between ES cell replicates is indicated at the center right and the comparison between E10.5 forebrain replicates is indicated on the right. Fragments are classified as positive either in ES (orange) or in E10.5 forebrain (green) cells within the region covered by the random 4C-seq libraries. The number of fragments is indicated below. Significance between distribution inside and outside the 3D compartments was calculated using a G-test of independence. **DOI:** http://dx.doi.org/10.7554/eLife.02557.008

**Figure 1—figure supplement 6.**
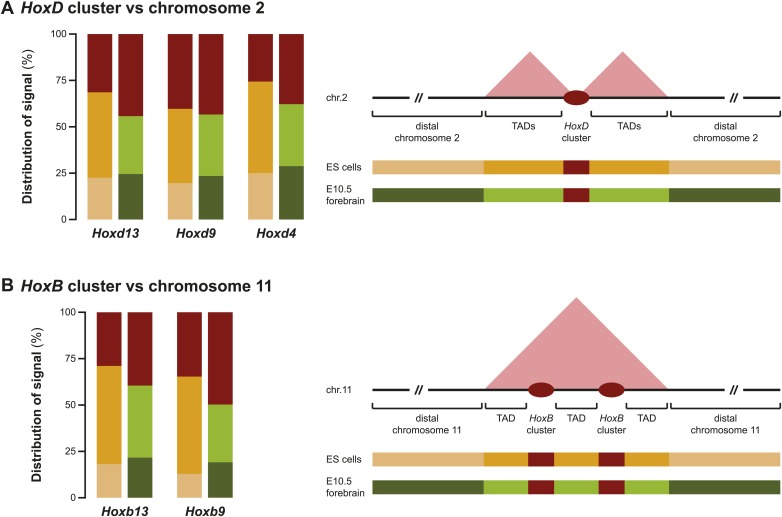
Different discretion of 3D compartments is not due to overall increased background signal. (**A**) Distribution of 4C-seq signal on chromosome 2 from viewpoints in the *HoxD* cluster. On the right, a schematic representation of chromosome 2 is given, with color codes for the three categories that have been quantified in ES cells and E10.5 forebrain indicated below. Comparison of distributions between ES cells and E10.5 forebrain show that TAD signal in ES cells are considerably increased, but that more distal signal is reduced. Elevated signal in the TADs in ES cells is therefore not a representation of generally increased background signal. (**B**) Distribution of 4C-seq signal on chromosome 11 from viewpoints in the *HoxB* cluster. Similar effects are observed as for viewpoints in the *HoxD* cluster. **DOI:** http://dx.doi.org/10.7554/eLife.02557.009

**Figure 1—figure supplement 7.**
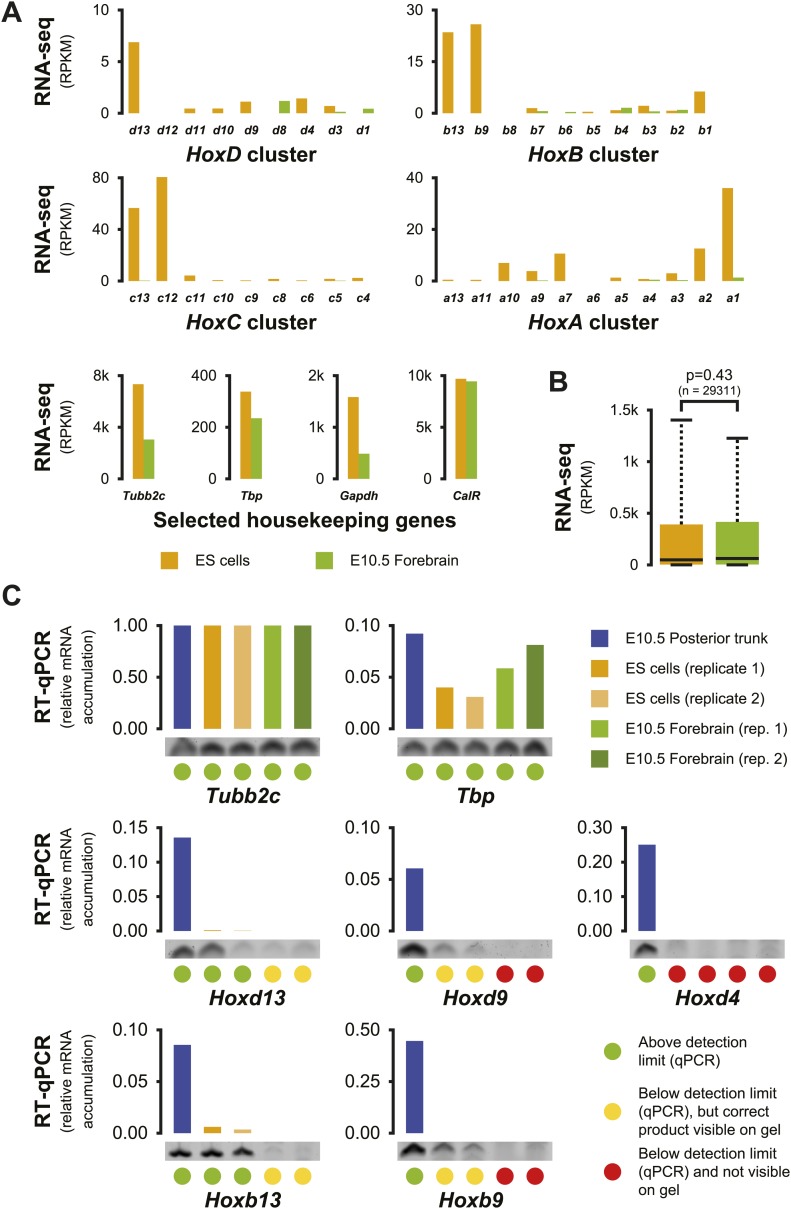
Increased *Hox* background transcription in ES cells. (**A**) Expression levels of *Hox* genes and of four housekeeping genes in both ES and E10.5 forebrain cells, as determined by RNA-seq. 

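Total RNA of E14 ES cells and of E10.5 forebrain was depleted of rRNAs and sequenced as strand-specific single-end libraries, with 1 sample per cell type and no replicates. The methods of the paper give a read length of 50 bp, whereas the sample labels give 100 bp. The authors mapped the reads to NCBIM37 (mm9) with the RNA-seq pipeline of HTSstation and deposited a single value per gene and sample, which they call RPKM. The tables of both samples list the same 29311 genes, of which 26646 were above 0 in ES cells and 27009 in E10.5 forebrain. No gene at 0 in both samples is listed. Of the 39 *Hox* genes, 3 (*Hoxa6*, *Hoxb8* and *Hoxd12*) are absent from the tables and were therefore taken as 0 in both samples. *Hoxa3* has more than 1 identifier in the tables, and ENSMUSG00000059723 was used.

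The depth of sequencing is not given in the tables, but it could be inferred from the low values. The values of genes with up to 2500 bp of exon were multiplied by exonic length in kb. Most then fell near whole multiples of 1.221 in ES cells and of 0.8191 in E10.5 forebrain. In ES cells, 66.0% of 6274 such genes with low values lay within 0.05 of a whole multiple. In E10.5 forebrain 68.5% of 5937 did, where 10.0% would do so by chance. This step was taken as the contribution of 1 read. It gives 42779030 reads on genes in ES cells and 59785297 in E10.5 forebrain, so that the forebrain library was sequenced 1.4 times as deeply. Reads per gene were inferred in the same way and rounded to whole reads. Values multiplied by exonic length in kb sum to 52231969 in ES cells and 48968969 in E10.5 forebrain, so the RPKM values carry a scaling per sample that is not per 1000000 reads. Ratios between the samples were computed on log2(RPKM + 1), a scale that understates the change of genes with low values. Without replicates, all tests were made across genes or cover the sampling of reads only.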

The large majority of *Hox* genes show low level activity in ES cells, whereas only few, very low, transcribed *Hox* genes are identified in E10.5 forebrain. 

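Of the 39 *Hox* genes, 22 were above 0 in ES cells only and 11 in both samples. A further 3 (*Hoxb6*, *Hoxd1* and *Hoxd8*) were above 0 in E10.5 forebrain only, and 3 in neither sample. The values of all *Hox* genes rest on 520 reads in ES cells and on 33 reads in E10.5 forebrain (no replicates). In ES cells 8 genes were detected by 1 read alone, as were 8 genes in E10.5 forebrain. At least 3 reads were found for 21 genes in ES cells and for 5 genes in E10.5 forebrain. Depending on the exonic length of the gene, 3 reads correspond to an RPKM of 0.63 to 3.55 in ES cells and of 0.42 to 2.38 in E10.5 forebrain.

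**Figure D1:**
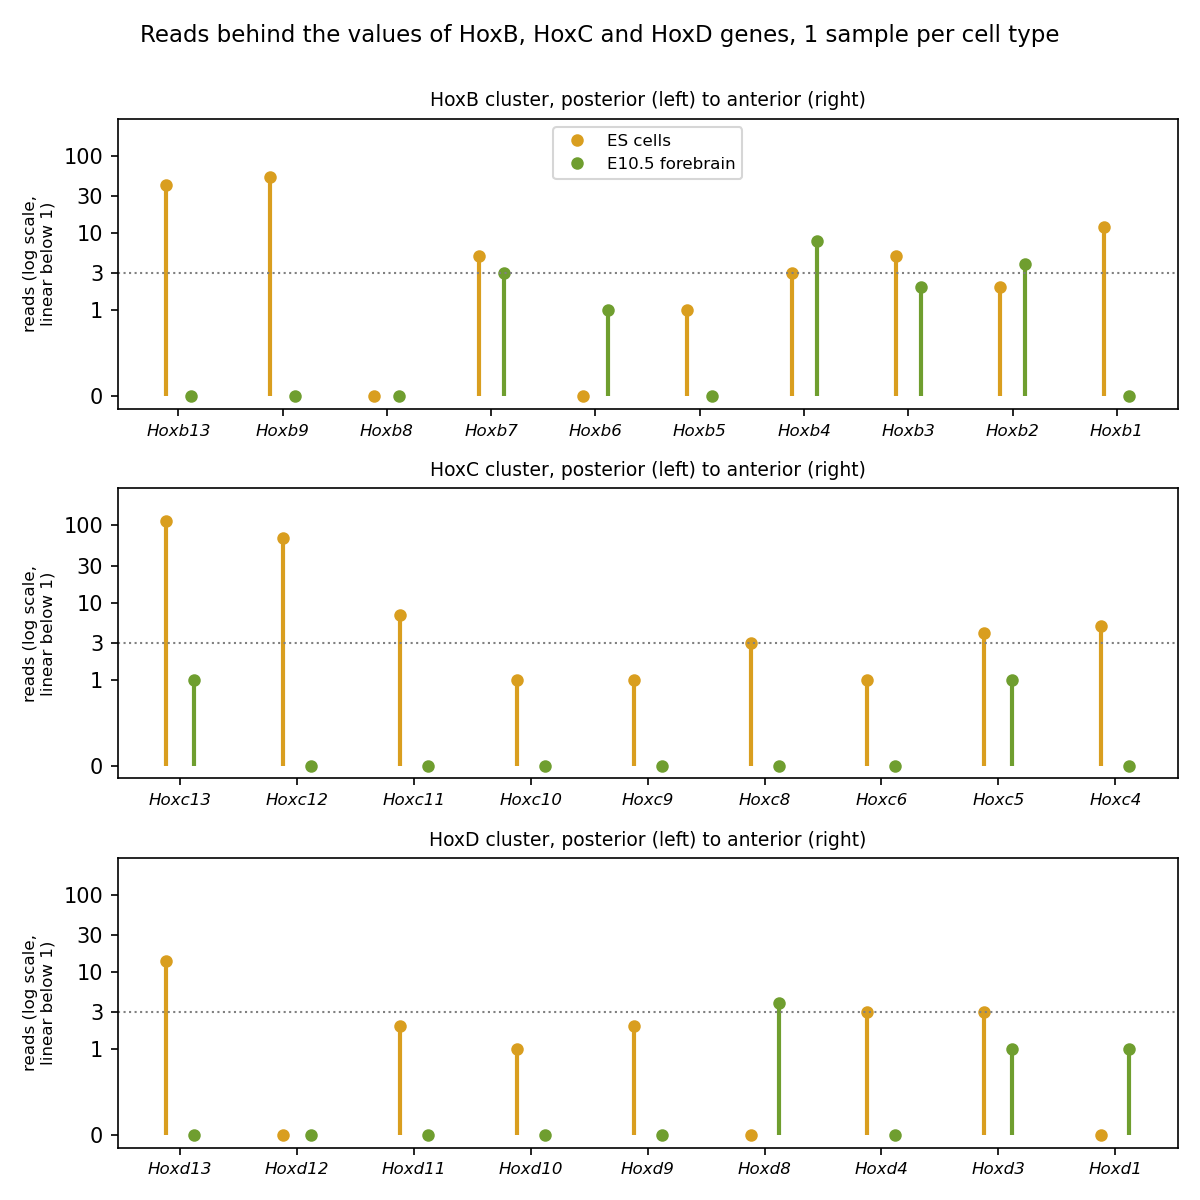
Reads inferred for each gene of *HoxB*, *HoxC* and *HoxD* (log scale, linear below 1) in ES cells (orange) and E10.5 forebrain (green), with a dotted line at 3 reads and 1 sample per cell type. *HoxA* is not drawn. The largest number in ES cells is that of *Hoxc13*, 114 reads, and in E10.5 forebrain that of *Hoxb4*, 8 reads.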

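The RPKM of the housekeeping genes rested on 1339 to 33213 reads per gene and sample (no replicates). *Gapdh* differed most, with 1584.35 in ES cells and 486.81 in E10.5 forebrain, a 3.25-fold difference. For *Tubb2c*, the reference of the RT-qPCR, the RPKM was 7336.58 in ES cells and 3047.26 in E10.5 forebrain, 2.41-fold apart. *Tbp* had 337.95 and 234.83, respectively, and *Calr* (CalR in the figure) had 9691.27 and 9445.84, which are differences of 1.44-fold and 1.03-fold. All 4 genes were higher in ES cells on the RPKM as deposited. When each sample was divided by the sum of its values, the largest difference, that of *Gapdh*, became 2.694-fold. With this scaling *Calr* was lower in ES cells, at 0.849 times its value in E10.5 forebrain. Division by the upper quartile of each sample gave 3.459-fold for *Gapdh*. From the RPKM as deposited, the paper concludes that the selected housekeeping genes are expressed within a similar range in both samples.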

In contrast, the expression levels of selected housekeeping genes are within a similar range (maximum threefold difference). (**B**) Overall gene expression patterns in ES and E10.5 forebrain cells are not significantly different. 

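Over the 29311 genes, the median RPKM was 48.94 in ES cells and 62.37 in E10.5 forebrain, a ratio of 0.7847. The 25 to 75% range extended from 3.6 to 391.8 in ES cells and from 4.23 to 416.5 in E10.5 forebrain. The 10 to 90% range extended from 0.24 to 1403 in ES cells and from 0.3 to 1227 in E10.5 forebrain. In all, 14474 genes had the higher value in ES cells and 14827 in E10.5 forebrain. Division by the sum of each sample lowered the ratio of the medians to 0.6495, the largest shift among the alternatives.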

Box plots showing the overall distribution of RNA-seq signals per gene (RPKM), with colored boxes indicating the 25 to 75% range and whiskers indicating the 10 to 90% range. 

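On the RPKM as deposited, the means over genes were 2126 in ES cells (SD across genes 57100) and 1760 in E10.5 forebrain (SD 55280), and the Welch test gave p = 0.43 (n = 29311 genes). The 293 genes with the highest mean, which include the small RNAs *RNase_MRP* and *7SK*, held 76.4% of the summed values in ES cells and 75.6% in E10.5 forebrain. Without these genes, the same test gave p = 3.083e-12 (n = 29018 genes), the alternative that moved p most. On log2(RPKM + 1), the means were 5.58 in ES cells and 5.69 in E10.5 forebrain, with E10.5 forebrain now higher (p = 0.0004022, n = 29311 genes). Genes within a sample are not independent replicates, and these tests do not cover variation between samples of a cell type. From the test on the values as deposited, the paper concludes that overall gene expression does not differ significantly between the samples.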

Differences between distributions were scored using a two-sided Welch two samples *t* test. (**C**) Quantitation of selected spliced *Hox* gene transcripts in ES cell and E10.5 forebrain samples as determined by RT-qPCR, with amounts in each sample relative to the *Tubb2c* gene. Below each sample, the specific product of a representative qPCR reaction is displayed. Color-coded dots are used to classify the different outcomes (see legend). **DOI:** http://dx.doi.org/10.7554/eLife.02557.010

These global 3D domains including the *Hox* clusters and their immediate flanking DNAs resemble the chromatin architecture found in embryonic forebrain cells, where the silent *Hox* clusters are covered by high levels of H3K27me3 only (Noordermeer et al., 2011). A more quantitative comparison in 3D architectures between ES cells and E10.5 forebrain cells nevertheless indicated that in ES cells, *Hox* genes interacted more with the outside chromatin, relative to their interactions within the cluster, as compared to forebrain cells (Figure 1B,C, Figure 1—figure supplements 1–5). Therefore, despite the fact that the clusters are presumably inactive in both situations, the presence of bivalent marks in ES cells coincided with a 3D domain that has elevated relative levels of interactions with the directly surrounding regions, when compared to its counterpart in brain cells (Figure 1D, left and Figure 1—figure supplement 6A). This difference is more pronounced at the *HoxB* cluster (Figure 1B, right). In embryonic forebrain cells, *HoxB* forms a single 3D compartment, excluding the 80 kb large repeat-rich intergenic region located between *Hoxb13* and *Hoxb9*, which loops out (Noordermeer et al., 2011). In contrast, both the *Hoxb13* and *Hoxb9* viewpoints revealed local 3D compartments in ES cells, matching again the extent of bivalent histone marks, yet these two compartments remained separated and did not fuse. Rather, they displayed increased interactions with the nearby chromatin, as if decreased internal interactions would increase contacts outside the cluster (Figure 1B,C, Figure 1—figure supplements 2, 3 and 5). In ES cells, the *HoxB* cluster is thus organized in two 3D compartments, which have more interactions with their genomic surroundings than in forebrain cells (Figure 1D, right and Figure 1—figure supplement 6B).

To have a possibly more unbiased view on how 3D compartments and the presence of H3K27me3 and H3K4me3 modifications relate to each other, in both ES and brain cells, we devised an approach to correlate 4C-seq signals with either H3K27me3 or H3K4me3 ChIP-seq signal (Table 1; ‘Materials and methods’). In both cell types, H3K27me3 marks strongly correlated with the 3D organization, suggesting a direct link between these two readouts. A considerably lower correlation was scored for *HoxB*, perhaps related to the absence of clustering of the two H3K27me3 marked sub-domains. In contrast, no particular correlation was observed between the 3D organization and the presence of H3K4me3 marks, in the bivalent state (Table 1), suggesting that H3K4me3 marks and/or the associated factors do not noticeably contribute to the formation of 3D compartments in ES cells.

**Table 1.** Spearman's rank correlation coefficient between pairs of 4C-seq and ChIP-seq samples **DOI:** http://dx.doi.org/10.7554/eLife.02557.011

	ChIP-seq		
4C-seq	Input	H3K27me3	H3K4me3
*Hoxd13* ES cells 1	−0.14	**0.52**	0.24
*Hoxd13* ES cells 2	−0.07	**0.40**	0.22
*Hoxd13* E8.5 PSM	−0.03	**0.58**	0.13
*Hoxd13* E10.5 Forebrain 1	−0.12	**0.67**	0.26
*Hoxd13 E10.5* Forebrain 2	−0.09	**0.69**	0.25
*Hoxd13* E10.5 Anterior trunk	−0.07	**0.80**	0.30
*Hoxd9* ES cells 1	−0.08	**0.63**	0.28
*Hoxd9* ES cells 2	−0.13	**0.59**	0.26
*Hoxd9* E8.5 PSM	−0.05	**0.31**	0.29
*Hoxd9* E10.5 Forebrain 1	−0.08	**0.66**	0.26
*Hoxd9* E10.5 Forebrain 2	−0.12	**0.61**	0.28
*Hoxd9* E10.5 Anterior trunk	−0.15	**0.67**	0.47
*Hoxd4* ES cells 1	0.01	**0.48**	0.11
*Hoxd4* ES cells 2	−0.07	**0.50**	0.29
*Hoxd4* E8.5 PSM	−0.04	0.04	**0.38**
*Hoxd4* E10.5 Forebrain 1	−0.05	**0.59**	0.24
*Hoxd4* E10.5 Forebrain 2	−0.04	**0.58**	0.27
*Hoxd4* E10.5 Anterior trunk	−0.07	0.16	**0.59**
*Hoxc13* ES cells 1	−0.03	**0.39**	0.20
*Hoxc13* E8.5 PSM	−0.03	**0.55**	−0.03
*Hoxc13* E10.5 Forebrain 1	−0.07	**0.57**	0.18
*Hoxc13* E10.5 Anterior trunk	−0.05	**0.82**	0.00
*Hoxb13* ES cells 1	−0.05	**0.12**	0.02
*Hoxb13* ES cells 2	−0.08	−0.01	**0.15**
*Hoxb13* E8.5 PSM	0.10	**0.29**	−0.17
*Hoxb13* E10.5 Forebrain 1	0.02	**0.48**	0.09
*Hoxb13* E10.5 Forebrain 2	0.08	**0.44**	0.10
*Hoxb13* E10.5 Anterior trunk	−0.03	**0.49**	0.26
*Hoxb9* ES cells 1	0.01	**0.47**	0.09
*Hoxb9* ES cells 2	0.03	**0.34**	0.04
*Hoxb9* E8.5 PSM	−0.04	−0.30	**0.57**
*Hoxb9* E10.5 Forebrain 1	0.02	**0.63**	0.19
*Hoxb9* E10.5 Forebrain 2	0.03	**0.59**	0.16
*Hoxb9* E10.5 Anterior trunk	0.06	−0.01	**0.69**
*Hoxa13* ES cells 1	0.10	**0.52**	0.14
*Hoxa13* E8.5 PSM	0.10	**0.58**	0.12
*Hoxa13* E10.5 Forebrain 1	0.07	**0.60**	0.22
*Hoxa13* E10.5 Anterior trunk	0.06	**0.73**	0.20

Spearman's rank correlation coefficient between pairs of 4C-seq and ChIP-seq samples in different samples (see section ‘Material and methods’ for methodology). For each 4C-seq sample, the highest correlating ChIP-seq sample is highlighted in bold.

### *Hox* genes are transcribed at low levels in ES cells

It was previously reported that genes covered by bivalent marks in ES cells can be transcribed at low levels, resulting in detectable spliced transcripts (Stock et al., 2007). We assessed whether the observed difference in the strength and homogeneity of the interaction profiles between ES cells and embryonic brain cells was associated with distinct levels of background transcription. In ES cells, RNA-seq detected transcription for most *Hox* genes, though generally at very low level (Figure 1—figure supplement 7A,B). 

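RNA-seq in ES cells gave a value above 0 for 33 of the 39 *Hox* genes, or 84.6% (Wilson 95% interval over genes, 70.3 to 92.8%). The median RPKM of the *Hox* genes was 1.3, compared with 48.94 for all genes of the tables. Only *Hoxc12* and *Hoxc13* exceeded the latter value, at percentiles 55.3 and 51.6 of the listed genes. The tables list 29311 of 37310 annotated genes and none at 0 in both samples, whereas 3 such *Hox* genes are counted here. With the unlisted genes taken as 0, the median of all genes would be lower and these percentiles higher. Exact Poisson 95% intervals for the sampling of reads are given in what follows (no replicates). *Hoxc12* (chromosome 15, 102767188 to 102769040, mm9) had the highest RPKM, 80.52, from 68 reads (62.53 to 102.09). *Hoxc13* (chromosome 15, 102751534 to 102759245) had 56.55 from 114 reads (46.65 to 67.94). *Hoxb9* (chromosome 11, 96132771 to 96137909) had 25.85 from 54 reads (19.24 to 33.42), and *Hoxb13* (chromosome 11, 96055630 to 96058761) had 23.52 from 42 reads (16.75 to 31.42). The RPKM was 12.6 for *Hoxa2*, 10.61 for *Hoxa7*, 7.0 for *Hoxa10*, 6.88 for *Hoxd13* and 6.31 for *Hoxb1*, from 25, 25, 22, 14 and 12 reads. The 10 genes with an RPKM of at least 5 held 89.5% of the summed *Hox* RPKM, and not all of them are described here.

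The other 23 detected genes had an RPKM of 0.43 to 4.23 from 1 to 11 reads. Among them were *Hoxd4* and *Hoxd9*, which were also assayed by RT-qPCR. *Hoxd4* had an RPKM of 1.43 from 3 reads (0.3 to 4.18) and *Hoxd9* of 1.12 from 2 reads (0.14 to 4.04). For 12 genes the detection rested on 1 or 2 reads. The number of detected genes depended most on the value asked for, and fell to 21 genes with an RPKM of at least 1, or with at least 3 reads. From the number of genes with a value and from the low values themselves, the paper concludes that most *Hox* genes are transcribed at a very low level in ES cells.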

RT-qPCR of a subset of transcripts confirmed that some of these low-level transcripts (particularly the *Hoxd13* and *Hoxb13* transcripts) constitute genuine processed transcripts (Figure 1—figure supplement 7C). In contrast, transcription of *Hox* genes in E10.5 forebrain cells was rarely detected, and no reliable spliced transcripts were detected (Figure 1—figure supplement 7). 

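In E10.5 forebrain, 14 of the 39 *Hox* genes had an RPKM above 0, or 35.9% (Wilson 95% interval over genes, 22.7 to 51.6%), although this library was the deeper one. The median RPKM of the *Hox* genes was 0. The highest was that of *Hoxb4*, 1.58 from 8 reads (exact Poisson 95% interval for the sampling of reads 0.68 to 3.11, no replicates). It lay at percentile 18.1 of the listed genes, which leave out those at 0 in both samples. *Hoxd8* had 1.19 from 4 reads (0.33 to 3.06) and *Hoxb2* had 0.99 from 4 reads (0.27 to 2.54). *Hoxb7* had 0.6 from 3 reads (0.12 to 1.76). Of the detected genes, 9 had 1 or 2 reads each, with the lowest RPKM at 0.14. No read was found for *Hoxd13*, *Hoxd9*, *Hoxd4*, *Hoxb13* or *Hoxb9*, the *Hox* genes assayed by RT-qPCR. The upper 95% limits for these genes were 1.22, 1.38, 1.18, 1.37 and 1.17, and lower levels were not detectable at this depth. With an RPKM of at least 1 required, the number of detected genes fell from 14 to 3. The spliced transcripts were assayed by RT-qPCR, which was not analysed here. From the few genes with a value, the paper concludes that *Hox* transcription was rarely detected in E10.5 forebrain.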

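Of the *Hox* genes with a value in either sample, 31 had a higher RPKM in ES cells and 5 in E10.5 forebrain (exact sign test across genes, p = 1.3e-05). On log2(RPKM + 1), the mean ratio of ES cells over E10.5 forebrain was 1.52 over the 39 genes (sign-flip permutation test, p = 1e-05, the smallest that 100000 resamples can give). Genes of a cluster are not independent replicates, and with 1 sample per cell type the difference has no replicate check. In an exact binomial test on the inferred reads with Benjamini-Hochberg adjustment over the 39 genes, which covers the sampling of reads only, 13 genes were higher in ES cells and 0 in E10.5 forebrain. The adjusted p of these 13 genes was at most 0.031, and the next gene had 0.054. *Hoxc13* had the lowest adjusted p (1.8e-42), with 114 reads in ES cells and 1 read in E10.5 forebrain, and *Hoxc12* followed (2.2e-26) with 68 reads and 0 reads.

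The difference was then compared with that of other genes of the same level in the same libraries. In 10000 sets of genes, each made of a gene drawn for every listed *Hox* gene from the 50 nearest in RPKM (the larger value of both samples), the mean log2 ratio was -0.088 (SD 0.235 between sets). No set reached the 1.52 of the *Hox* genes (n = 39 genes, p = 0.0001, the smallest that 10000 sets can give). The pseudocount moved the mean log2 ratio of the *Hox* genes most, to 3.064 with 0.1 in place of 1 and to 0.724 with 5. The paper relates this difference to bivalently marked *Hox* genes in ES cells and H3K27me3-only *Hox* genes in forebrain. It proposes that the bivalently marked genes appear more permissive for background transcription.

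**Figure D2:**
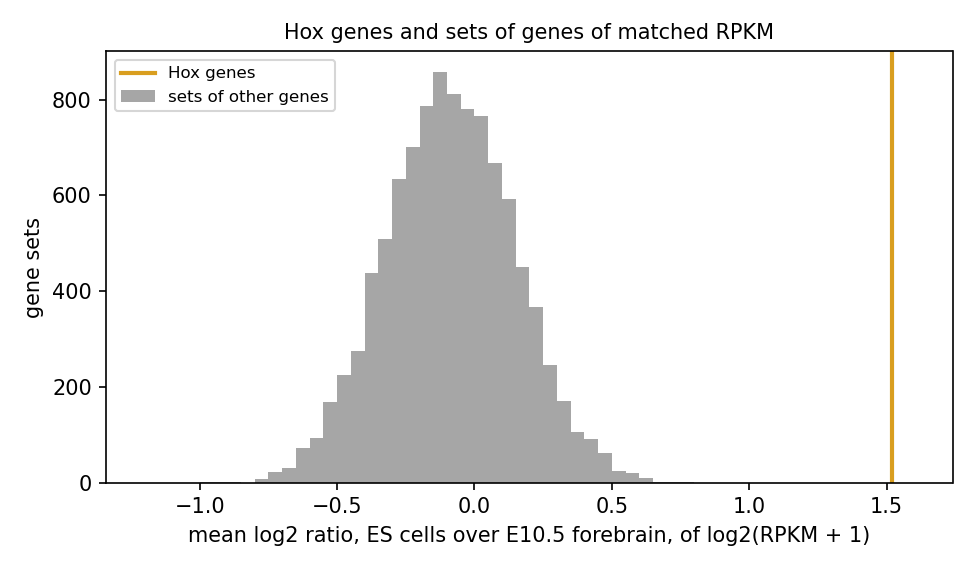
Mean log2 ratio of ES cells over E10.5 forebrain on log2(RPKM + 1) for 10000 sets of genes with RPKM matched to the *Hox* genes (grey histogram, y axis: number of sets) and for the 39 *Hox* genes (orange line). The sets centre on -0.088 and the *Hox* genes lie at 1.52, beyond all sets.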

Therefore, when *Hox* genes are decorated by bivalent chromatin marks, they appear more permissive for background transcription as compared to other cell types where they are covered by H3K27me3 marks only, likely illustrating the increased resistance to transcription of the latter condition. 

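In ES cells, the 16 posterior *Hox* genes (groups 9 to 13) had a mean RPKM of 13.28 ± 23.4 (SD across genes, no replicates) and the 23 anterior genes (groups 1 to 8) of 3.68 ± 7.78. Their medians were 2.485 and 1.3. Posterior genes held 71.5% of the summed *Hox* RPKM. An RPKM of at least 5 was found for 6 posterior and 4 anterior genes. On log2(RPKM + 1), the means were 2.3 ± 2.09 for posterior and 1.38 ± 1.35 for anterior genes. The difference was 0.9165, with p = 0.11 in a permutation test across genes (100000 resamples).

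The clusters were also compared one by one, a step added after the data were seen. In *HoxC*, *Hoxc12* and *Hoxc13* reached 80.52 and 56.55, while *Hoxc9* and *Hoxc10* had 0.5 and 0.64. The posterior genes *Hoxb13* and *Hoxb9* (23.52 and 25.85) exceeded all anterior genes of *HoxB*, with a difference of 3.67 (exact permutation test, p = 0.044, adjusted p = 0.18 over the 4 clusters). With 2 posterior and 8 anterior genes, the unadjusted value is the smallest that this test can give. *Hoxd13* was the only *HoxD* gene above 5, with an RPKM of 6.88, and the difference in *HoxD* was 0.52 (exact permutation test, p = 0.56). For *HoxC* the difference was 1.89 (exact permutation test, p = 0.32). In *HoxA* the anterior genes had the higher mean, and the difference was -0.77 (exact permutation test, p = 0.5). Across the 39 genes, RPKM showed little correlation with the number of the paralog group (Spearman's rho 0.040, permutation p = 0.81, and Pearson's r 0.17 on the log2 scale, permutation p = 0.3), and genes are not independent replicates. Leaving out *HoxA* gave the largest difference on this scale among the alternatives set in advance, 1.579 (permutation p = 0.02), and leaving out *HoxB* the smallest, 0.3775 (permutation p = 0.57). From the higher values of posterior genes, the paper proposes that these are more prone to background activation in ES cells.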

In this context, posterior *Hox* genes seems to be more prone to background transcriptional activation in ES cells than more anterior *Hox* genes, in contrast to their subsequent dynamics of activation in future embryonic tissues where anterior genes come first. This may reflect the presence of strong enhancers in their vicinity (Montavon et al., 2011).

### Dynamics of 3D compartments during sequential *Hox* gene activation

Next, we assessed whether this large 3D domain observed in ES cells is modified when *Hox* genes become activated in the pre-somitic mesoderm (PSM) or instead, whether the previously observed positive and negative compartments are only established at a later stage to fix and memorize particular combinations of *Hox* gene activities determined at earlier stages and at various body levels. For this purpose, we compared the 4C-seq profiles from ES cells with those obtained from early embryonic E8.5 PSM cells dissected out at Theiler stage 13, posterior from the approximate level of the 12^th^ to 14^th^ forming somite (Figure 2A, scheme; Figure 2—figure supplements 1 and 2). In the most caudal aspect of this latter cellular territory, transcriptional activation had progressed up to the *Hoxd9* gene, whereas the *Hoxd10* to *Hoxd13* loci remained silent (Soshnikova and Duboule, 2009). This cellular population was thus composed of a mixture of cells positive and negative for *Hoxd9* expression, whereas all cells were negative for *Hoxd13*. Conversely, the majority of cells expressed *Hoxd4*. The inactive *Hoxd13* viewpoint interacted mostly with the domain labeled by H3K27me3, at the centromeric side of the cluster (Figure 2A, bottom left). In contrast, the active *Hoxd4* gene essentially interacted with the other transcribed genes on the telomeric side of the cluster, labeled by H3K4me3 marks (Figure 2A, bottom right). The same bi-modal 3D organization was observed for all *Hox* gene clusters (Figure 2—figure supplements 1 and 2).

**Figure 2.**
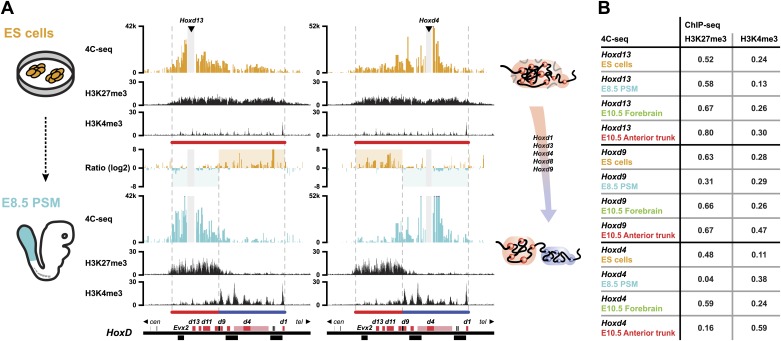
Bi-modal 3D organization of *Hox* clusters upon sequential activation. (**A**) Quantitative local 4C-seq signal for the *Hoxd13* (left, centromeric side of *HoxD* cluster) and *Hoxd4* (right, telomeric side of *HoxD* cluster) viewpoints, either in ES (orange), or E8.5 pre-somitic mesoderm (cyan) cells. Below, the H3K27me3 and H3K4me3 ChIP-seq profiles are aligned. The colinear expression status of *Hoxd* genes in each sample is schematized below the ChIP-seq profiles, with active genes in blue and inactive genes in red. Ratios between the 4C-seq signals in different samples are indicated between the profiles. The boundaries separating active from inactive *Hox* gene compartments are indicated by dashed lines. The locations of *Hoxd* genes (red) and other transcripts (black) are shown below. The samples are shown on the left and cartoons summarizing the genome organizations are indicated on the right. (**B**) Spearman's rank correlation coefficient between pairs of 4C-seq and ChIP-seq samples, in early and late embryonic material. **DOI:** http://dx.doi.org/10.7554/eLife.02557.012

**Figure 2—figure supplement 1.**
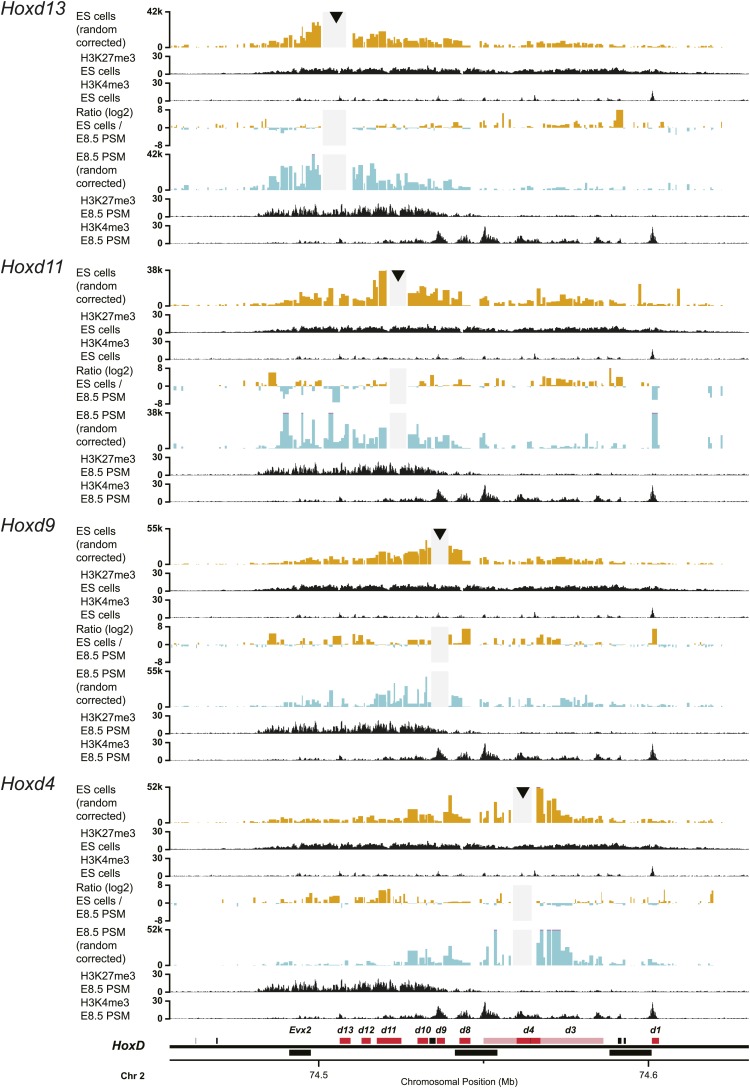
Upon sequential activation, the *HoxD* cluster adopts a bi-modal 3D organization. Quantitative local 4C-seq signals for the indicated *Hoxd* gene viewpoints. Profiles are displayed for ES (orange) and E8.5 pre-somitic mesoderm (cyan) cells. The viewpoints are indicated with arrowheads and excluded regions around the viewpoints are indicated with light grey boxes. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The ratios between 4C-seq signals are indicated between the respective profiles, with the signal in one particular color indicating that the viewpoint interacts more with fragments in the sample of the same color. The locations of *Hoxd* genes (red) and other transcripts (black) are shown below. Only the region covered by the random 4C-seq library is shown. **DOI:** http://dx.doi.org/10.7554/eLife.02557.013

**Figure 2—figure supplement 2.**
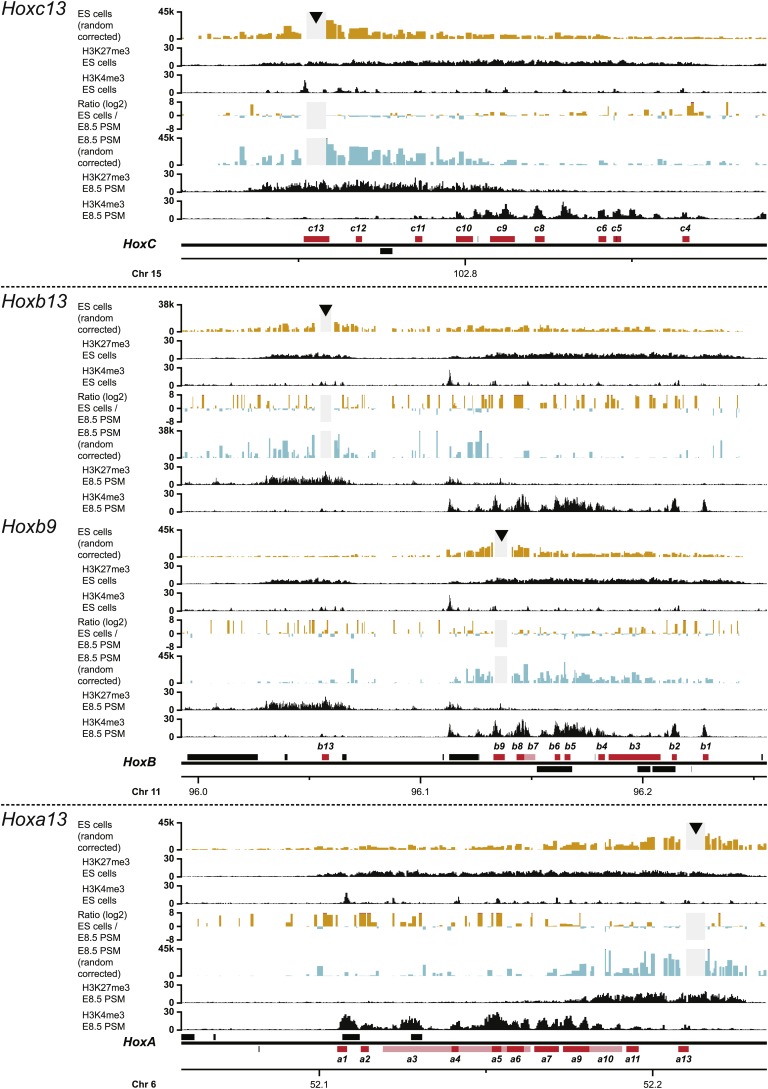
Upon sequential activation, other *Hox* clusters adopt a bi-modal 3D organization as well. Quantitative local 4C-seq signals for the indicated *Hox* gene viewpoints in other *Hox* clusters. Profiles are displayed for ES (orange) and E8.5 pre-somitic mesoderm (cyan) cells. The viewpoints are indicated with arrowheads and excluded regions around the viewpoints are indicated with light grey boxes. Below, the H3K27me3 and H3K4me3 ChIP-seq signals are aligned. The ratios between 4C-seq signals are indicated between the respective profiles, with the signal in one particular color indicating that the viewpoint interacts more with fragments in the sample of the same color. The locations of both *Hox* genes (red) and other transcripts (black) are shown below. Only regions covered by the random 4C-seq libraries are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02557.014

We correlated 4C-seq signals with ChIP-seq data in both early and late embryonic samples (Figure 2B; Table 1) and *Hoxd13* always strongly correlated with H3K27me3 histone marks. In contrast, in both the E8.5 tail bud and the E10.5 anterior trunk, the interactions of the active *Hoxd4* gene correlated primarily with H3K4me3 marks. The contacts established by *Hoxd9* correlated both with H3K27me3 and H3K4me3, either in E8.5 tailbuds, or in E10.5 anterior trunk, likely due to the presence of both expressing and non-expressing cells. At both stages where *Hox* clusters are partially active, the patterns of 3D compartmentalization and histone marks thus strongly correlated. Therefore, step wise *Hox* gene transcriptional activation, at least for the *Hoxd9* to *Hoxd13* genes, is accompanied by a conformational separation between active and inactive domains, which pre-figures their 3D organization at later developmental stages along the AP-axis (Figure 2; Noordermeer et al., 2011).

### Posterior *Hoxd* genes switch autonomously between 3D compartments

Temporal colinearity was initially defined as the sequential activation of *Hox* genes according to their positions in the clusters (Izpisua-Belmonte et al., 1991; Duboule, 1994). However, studies on the global transcriptional organization of the *HoxD* cluster, at least in the developing spinal cord, revealed two large and regulatory-independent modules, which separate ‘posterior’ genes (the *AbdB*-related *Hoxd9* to *Hoxd13* genes) from the rest of the gene cluster (Tschopp et al., 2012). Also, in different developmental contexts such as the limbs and the cecum, groups of neighboring *Hoxd* genes are activated as single regulatory blocks (Montavon et al., 2011; Andrey et al., 2013; Delpretti et al., 2013). We thus assessed whether the transition in chromatin domains also occurred stepwise or, alternatively, if large domains consisting of multiple genes were initially organized in space, followed by sequential gene transcription within these domains.

We first compared the 3D cluster architecture over the course of embryonic development, between the E8.5 PSM and dissected E9.5 tail buds (Figure 3). This latter sample was obtained after cutting off the most caudal part of E9.5 embryos (Theiler stage 15) right after the incipient hind limb bud, that is at ca. somite 26–27 level. Accordingly, this sample contained the tail bud proper as well as some tissue localized slightly more rostral. During this 24 hr time interval, the *Hoxd10* and *Hoxd11* genes become robustly activated in these cells, which are derived from a sub-population of the sample dissected at E8.5. In the E8.5 PSM, *Hoxd10* and *Hoxd11* are still silenced.

**Figure 3.**
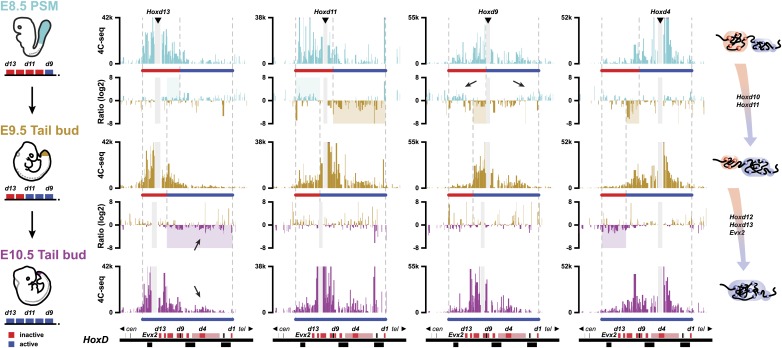
Activated *Hoxd* genes switch compartments. Quantitative local 4C-seq signals for the *Hoxd13*, *Hoxd11 Hoxd9* and *Hoxd4* viewpoints in either E8.5 pre-somitic mesoderm (cyan), E9.5 tail bud (brown) or E10.5 tail bud (purple) cells. The colinear expression status of *Hoxd* genes is schematized below each profile and, on the left, below each cartoon. Ratios between 4C-seq signals in different samples are indicated between the corresponding profiles. The boundaries between active and inactive *Hox* gene compartments are indicated by dashed lines and regions displaying important changes in interactions, as discussed in the text, are highlighted. Black arrows point towards opposing interacting behaviors due to the heterogeneous activity state of the viewpoint in the sample. The locations of *Hoxd* genes (red) and other transcripts (black) are shown below. **DOI:** http://dx.doi.org/10.7554/eLife.02557.015

The re-organization of compartmentalization occurring along with gene activation over this 24 hr period was clearly revealed by comparing the profile obtained when using *Hoxd11* as a viewpoint with those obtained with either *Hoxd4* or *Hoxd13* (Figure 3, top ratio between E8.5 PSM and E9.5 Tail bud). When switching from an inactive to an active state, *Hoxd11* re-deployed its interactions from the inactive, centromeric compartment (Figure 3, top ratio: blue shaded area) to the active telomeric compartment (Figure 3, top ratio: brown shaded area). These negative and positive compartments can be identified by the interaction profile of either *Hoxd13* (Figure 3, top left) or *Hoxd4* (Figure 3, top right), respectively. Accordingly, *Hoxd4* shifted its interactions towards the centromeric (active) part of the cluster in both E9.5 and E10.5 samples (Figure 3; right), to contact *Hoxd10*, *Hoxd11* and, to some extent, *Hoxd12* (Figure 3, top ratio: brown shaded area). Of note, the dissected E8.5 PSM contained a mixture of cells either positive or negative for *Hoxd9* transcription, which coincided with this gene showing conspicuous contacts with both extremities of the gene cluster, depending whether it was active (right) or inactive (left) (Figure 3, top, black arrows). In contrast, the E9.5 dissection contains a more homogenous cell population, strongly expressing this gene. As a consequence, in this latter sample, *Hoxd9* contacts more strongly the now expressed *Hoxd10* and *Hoxd11* genes, whereas the interactions with *Hoxd13* or *Evx2* are strongly diminished (Figure 3; compare top with middle panels).

In the E10.5 tail bud, the terminal part of the cluster containing *Hoxd12* and *Hoxd13* has been activated, as shown by the increased contacts established by *Hoxd13* with the telomeric part of the cluster, indicating that the full *HoxD* array had been processed and that all genes were now (at least in part) included into a ‘positive’ compartment (Figure 3, bottom ratio: purple shading). While considerably increased, contacts of *Hoxd13* with the telomeric part of the cluster were however weak (Figure 3, bottom, black arrows), most likely reflecting the restricted expression of *Hoxd13* at this stage, in a small subset of the dissected cells. In the same context, contacts established both by *Hoxd4* and *Hoxd9* with the centromeric part of the cluster extended towards the end of the cluster along with the developmental stage, such that both reached *Hoxd12* in E10.5 samples, whereas *Hoxd13* was only weakly contacted, corresponding to the results obtained when using *Hoxd13* as a bait (Figure 3; bottom left).

Therefore, it appears that the colinear time sequence in *Hox* genes activation is paralleled by a progressive transition in the chromatin structure, with a positive domain gaining in size along with time, at the expense of the negative domain, as best seen by the extension of *Hoxd4* contacts. At E8.5, these interactions extended up to *Hoxd8-Hoxd9*. In E9.5 samples *Hoxd10* was clearly contacted, and in E10.5 *Hoxd11* and *Hoxd12* were also involved (Figure 3, right column). These dynamic topologies suggest a stepwise transition of the genes from the negative to the positive compartment, rather than the switch of large groups of multiple transcription units, following a discrete and global chromatin re-organization.

### Memorizing bimodal chromatin configurations

During axial extension, *Hox* genes are activated in the most posterior aspect of the elongating embryo (Deschamps and van Nes, 2005). It is thus possible that cells implementing this stepwise transition in chromatin domains can fix and memorize their bimodal distribution once they exit the posterior zone of activation, leading to the colinear *Hox* conformations observed along the AP-axis (Noordermeer et al., 2011). Accordingly, one would expect cellular territories along the developing body axis to maintain the same bimodal combinations as those established at the time of their origin, during early axial extension. We looked at the similarities in bimodal profiles between posterior samples dissected at different times on the one hand, and various samples micro-dissected at different body levels, from E10.5 embryos, on the other hand (Figure 4).

**Figure 4.**
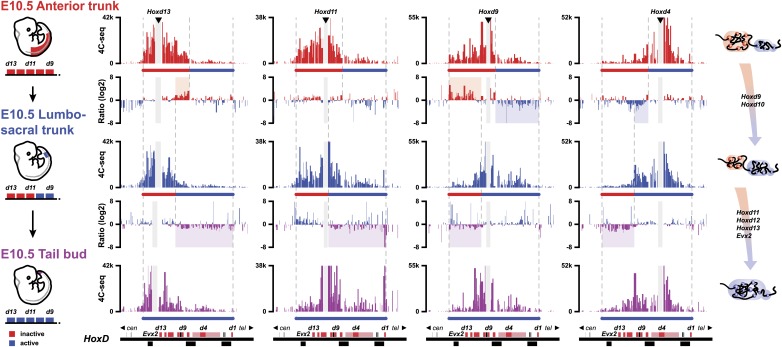
The bimodal 3D organization of *Hox* cluster may help memorize states of colinear expression. Quantitative local 4C-seq signals for the *Hoxd13*, *Hoxd11 Hoxd9* and *Hoxd4* viewpoints, in samples taken at various anterior to posterior positions along the developing body axis from E10.5 embryos. Anterior trunk (red), lumbo-sacral trunk (blue) and tail bud (purple) tissues were used and the approximate expression status of *Hoxd* genes in every sample is schematized below each profile (as for Figure 3). Ratios between 4C-seq signals in the different samples are indicated between the corresponding profiles. The boundaries between active and inactive *Hox* gene compartments are indicated by dashed lines and regions displaying important changes in interactions, as discussed in the text, are highlighted. The locations of *Hoxd* genes (red) and other transcripts (black) are shown below. On the right, cartoons summarizing the 3D genome organization of the *HoxD* cluster are indicated. **DOI:** http://dx.doi.org/10.7554/eLife.02557.016

The profile obtained from E8.5 PSM (Figure 3, top), right at the onset of *Hoxd9* activation globaly aligned with that observed in the ‘anterior trunk’ sample at E10.5 (Figure 4, top), that is a cellular domain with a posterior boundary positioned approximately at the *Hoxd9* anterior limit of expression. In both cases, *Hoxd9* clearly contacted the negative domain, as defined by the *Hoxd13* contacts (Figure 4, top), whereas some weak contacts were also scored with the positive domain, as determined by *Hoxd4* contacts, indicating that the posterior limit of the dissection was slightly below the *Hoxd9* boundary. These contacts were somehow stronger, in proportion, in the E8.5 than in the E10.5 dissection.

At E9.5 (Theiler stage 14), the ‘tail bud’ (i.e., from the start of the non-segmented mesoderm) was dissected from ca. somite 22 to 25 and caudally. At this stage, *Hoxd9* is robustly transcribed, whereas *Hoxd11* has just started transcriptional activation. The interaction profiles obtained in this tissue were most similar to those obtained when a fragment of E10.5 trunk was dissected out that grossly corresponded to the future lumbo-sacral region, at levels 22 to 28, that is the AP levels supposedly produced in the E9.5 tail bud (Figure 4, middle). At this AP level, *Hoxd9* is fully activated and this was reflected by the quasi absence of contact with *Hoxd13* whereas, conversely, strong interactions appeared with the active part of the cluster (Figure 4, top ratio: red and blue shading). This was controlled by using *Hoxd4* as bait, since contacts were now clearly scored with *Hoxd9* and *Hoxd10* and, to a lesser extent, with *Hoxd11* (Figure 4, top ratio: blue shading).

In this lumbo-sacral sample, neither *Hoxd12* nor *Hoxd13* are as yet transcribed, which coincided with the absence of contact between *Hoxd13* and the active part of the gene cluster (Figure 4, middle, left). On the other hand, *Hoxd11* expectedly displayed a mixed interaction profile, contacting both the negative and positive domains, likely reflecting the presence of both expressing and non-expressing cells (Figure 4, middle). In the most caudal piece of the E10.5 mouse embryo, interactions between *Hoxd12*, *Hoxd13* and the positive domain were finally detected, suggesting that the entire cluster falls into a single spatial domain (Figure 4, bottom ratio: purple shading). Here again, however, though the interactions were significant, they were not particularly strong, suggesting the presence of a mixed cell population. Based on these data, we propose that the bimodal distributions are frozen in those cells leaving the zone of proliferation, at the caudal aspect of the embryo where temporal colinearity is potentially processed. These 3D structures, and hence the *Hox* transcription programs, will thus be maintained and memorize the various AP levels from which they originate.

### Temporal colinearity within a constitutive framework of long-range interactions

In different developmental contexts, the transcriptional activity of *Hoxd* genes coincides with an overall remodeling of long-range chromatin interactions with the flanking gene deserts, which harbor essential enhancer elements active in these developing tissues (Montavon et al., 2011; Andrey et al., 2013; Berlivet et al., 2013; Delpretti et al., 2013). Colinear activation of *Hoxd* genes along the developing trunk is thought to primarily rely on regulatory influences intrinsic to the gene cluster itself (Spitz et al., 2001). However, and even though their importance remains unclear, contributions of the flanking regulatory landscapes in this process have been proposed (Tschopp et al., 2009; Tschopp and Duboule, 2011b). Therefore, we assessed whether or not the reported changes in local interactions are associated with variations in long-range contacts during temporal colinearity, as was observed during limb and intestinal development (Montavon et al., 2011; Andrey et al., 2013; Delpretti et al., 2013).

By using a recently developed analytical methodology (Woltering et al., 2014), we found that all interrogated *Hoxd* genes displayed substantial interactions with the flanking gene deserts (Figure 5A, Figure 5—figure supplement 1A). The quantification of interactions over both the centromeric and telomeric gene deserts revealed a gene-specific interaction preference towards either one or the other desert (Figure 5B), similar to what was previously described in limb bud cells (Montavon et al., 2011; Andrey et al., 2013). However, in marked contrast, the dynamics of these long-range chromatin interactions were moderate, if any, and no clear modification in the contact profiles were detected between the inactive state in ES cells, and the subsequent transcriptional activation (Figure 5B,C). Hierarchical clustering of global patterns of long-range interactions revealed that the *Hoxd4*, *Hoxd9* and *Hoxd11* viewpoints systematically cluster together, whereas the *Hoxd13* viewpoint always behaves as outlier (Figure 5—figure supplement 1B).

**Figure 5.**
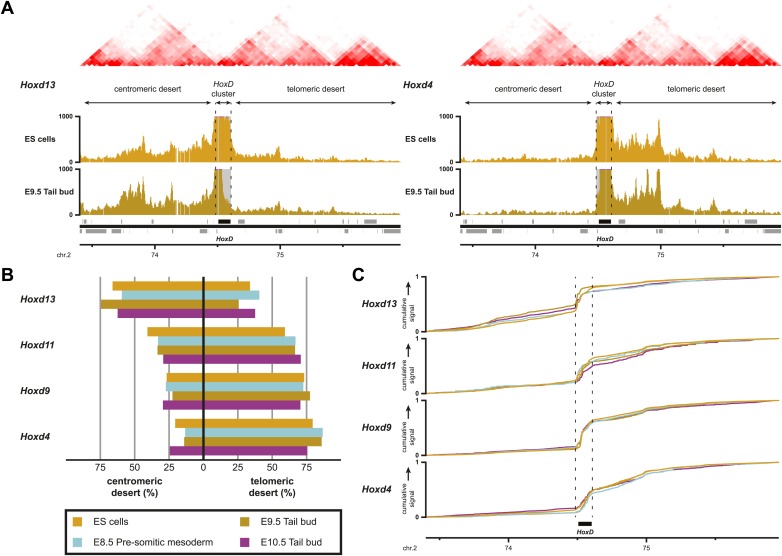
Sequential *Hoxd* gene activation occurs without drastic remodeling of long-range interactions. (**A**) Distribution of long-range contacts in both the centromeric and telomeric gene deserts surrounding the *HoxD* cluster. Smoothed 4C-seq signals (11 fragment window size) are shown for the *Hoxd13* and *Hoxd4* gene viewpoints in ES and E9.5 tail bud cells. The analyzed genomic interval is the same as in Woltering et al. (2014). The location of topological domains (TADs) in ES cells are obtained from Dixon et al. (2012) and indicated on the top with the *HoxD* cluster and both the centromeric and telomeric gene deserts indicated by arrows. The dashed lines demarcate the domain of high signal over the *HoxD* cluster, which is excluded from the analysis. (**B**) Summaries of the distributions in long-range signals within the centromeric and telomeric gene deserts surrounding the *HoxD* cluster, for all *Hoxd* genes assayed at various stages of their sequential activation. Each *Hoxd* gene specifically interacts with either the centromeric or the telomeric gene desert and these privileged contacts remain largely invariant during transcriptional activation. (**C**) Cumulative signals over the centromeric and telomeric gene deserts and the *HoxD* cluster for all *Hoxd* genes assayed at various stages of their sequential activation. **DOI:** http://dx.doi.org/10.7554/eLife.02557.017

**Figure 5—figure supplement 1.**
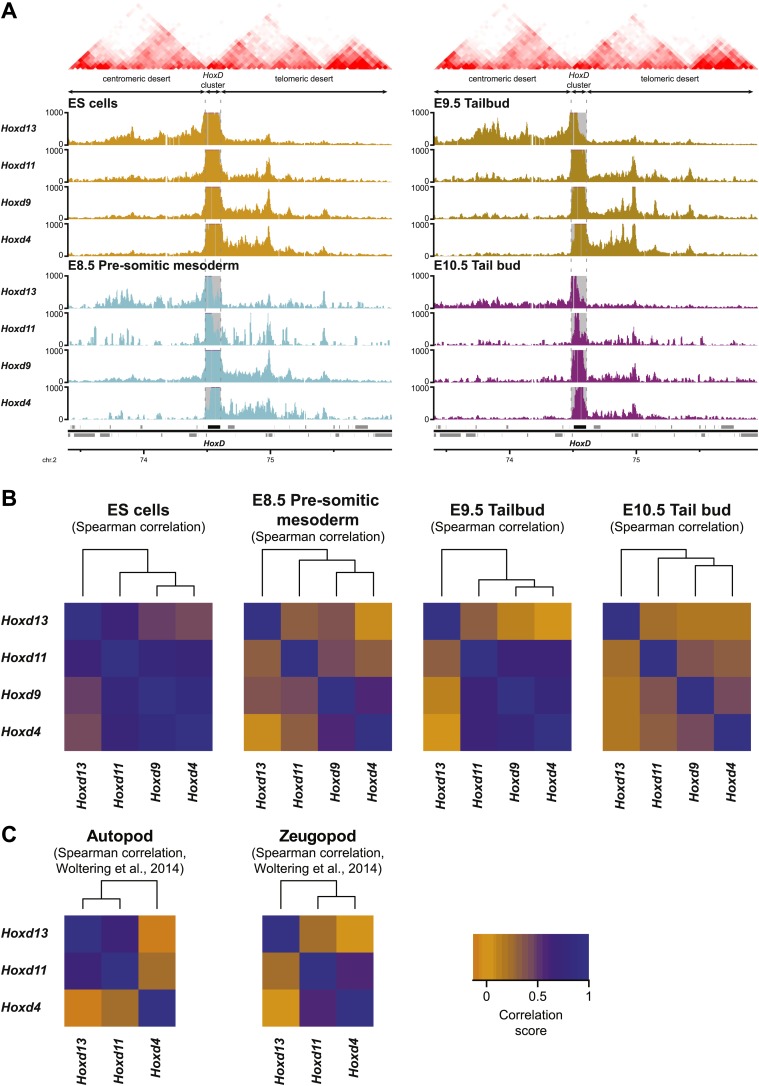
Temporal colinearity occurs without dynamic long-range interactions. (**A**) Distribution of long-range contacts in the centromeric and telomeric gene deserts surrounding the *HoxD* cluster. Smoothed 4C-seq signals (11 fragment window size) for the indicated *HoxD* viewpoints either in ES (orange), E8.5 pre-somitic mesoderm (cyan), E9.5 tail bud (brown) or E10.5 tail bud (purple) cells over the same genomic interval as analyzed in Woltering et al. (2014). Genomic location of the *HoxD* cluster and surrounding genes is indicated below. TADs observed in ES cells (from Dixon et al. 2012) are indicated on the top. The positions of both the *HoxD* cluster and the centromeric and telomeric gene deserts are indicated by arrows. The dashed lines demarcate the domain of high signals over the *HoxD* cluster, which is excluded from the analysis. (**B**) Hierarchical clustering of global patterns of long-range interactions in the surrounding gene deserts, for *Hoxd* viewpoints in ES cells and at different stages of sequential *Hox* gene activation. The *Hoxd4*, *Hoxd11* and *Hoxd13* viewpoints are consistently clustered together, with the *Hoxd13* behaving as an outlier. The correlations between samples (indicated by heatmaps) were calculated using Spearman's ranking of smoothed 4C-seq signals (11 fragment window size) over the combined genomic intervals as used in Woltering et al. (2014), with the *HoxD* cluster itself excluded. The samples were subsequently clustered (top) according to standard hierarchical clustering. (**C**) Hierarchical clustering of global patterns of long-range interactions in the surrounding gene deserts for *Hoxd* viewpoints in autopod (digits) and zeugopod (limbs) cells. Data are from Woltering et al. (2014). **DOI:** http://dx.doi.org/10.7554/eLife.02557.018

**Figure 5—figure supplement 2.**
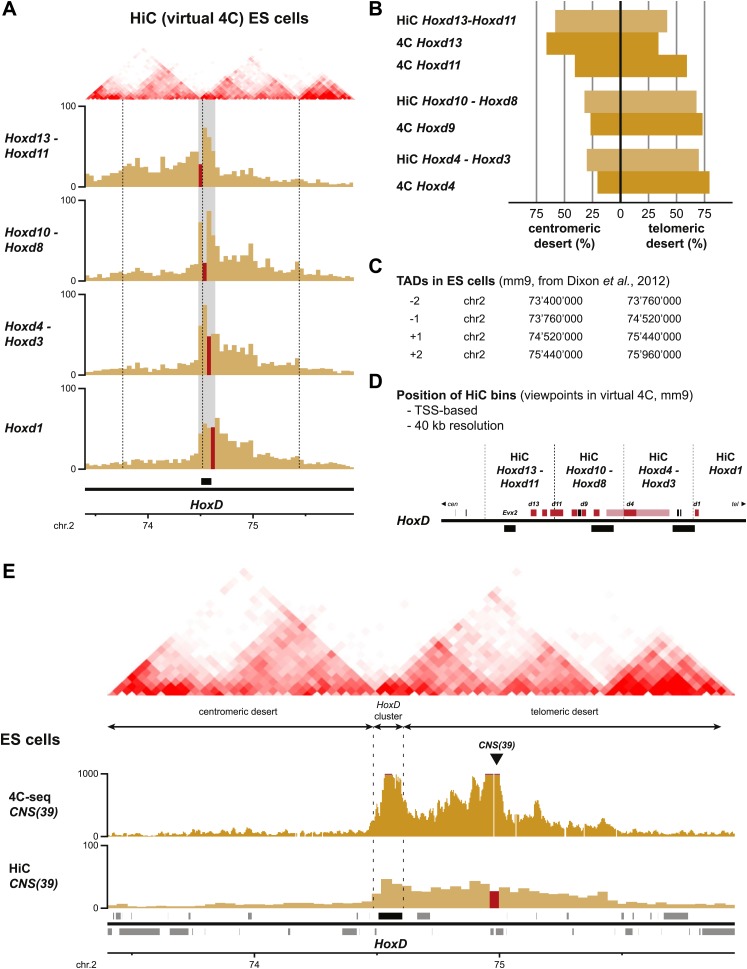
Comparison between HiC and 4C-seq datasets obtained in ES cells. (**A**) Virtual 4C carried out from HiC datasets, using bins covering the indicated *Hoxd* genes as viewpoints. Bins used as viewpoints are indicated in red. The interactions with bins covering the surrounding centromeric and telomeric TADs are given in light orange. TADs in ES cells (obtained from Dixon et al. 2012) are indicated on the top and the location of the *HoxD* cluster is indicated below. The dashed lines demarcate the assigned TAD boundaries in ES cells. (**B**) Comparison of the distribution of long-range signals in both the centromeric and telomeric gene deserts, as obtained either by virtual 4C (light orange, data from Dixon et al. 2012) or by 4C-seq (bright orange, this study). Despite large differences in both the size of the viewpoints and the resolution, the distribution is largely similar. The distribution of the HiC bin covering the promoters of the *Hoxd13* and *Hoxd11* genes behaves as a mix of the two individual 4C-seq viewpoints. (**C**) Coordinates of the centromeric and telomeric TADs surrounding the *HoxD* cluster (from Dixon et al. 2012). (**D**) Detailed location of the HiC bins covering the *HoxD* cluster. (**E**) 4C-seq and virtual 4C patterns obtained when using a viewpoint covering the regulatory region CNS39 (Andrey et al., 2013), within the telomeric gene desert. In contrast to *Hoxd* gene viewpoints, the interactions observed with the centromeric gene desert are near background. **DOI:** http://dx.doi.org/10.7554/eLife.02557.019

This clustering of interactions matches with the position of a previously mapped boundary between ‘topological associated domains’ (TADs; Dixon et al., 2012; Nora et al., 2012). In ES cells indeed, two TADs cover approximately the gene deserts on either side and have their border at the level of the *Hoxd12*-*Hoxd11* genes (Dixon et al., 2012; Figure 5A, Figure 5—figure supplement 1A). Virtual 4C from HiC data with bins that cover the *Hoxd* genes show highly similar priming of interactions with the surrounding TADs when compared to our 4C-seq analysis, confirming that both approaches score similar chromatin behavior (Figure 5—figure supplement 2; Sexton et al., 2012 for analysis strategy). During limb development, genes located near this boundary (*Hoxd9* to *Hoxd11*) change their tropism and switch their contacts from one TAD to the other, such as to interact sequentially with the appropriate enhancers (Andrey et al., 2013). This structural re-organization is clearly illustrated in our hierarchical clustering with *Hoxd11* changing its association from *Hoxd4* to *Hoxd13* (Figure 5—figure supplement 1C). During temporal colinearity, however, such structural re-organization is not observed and hence the stepwise transcriptional activation of *Hoxd* genes appears to occur within a largely constitutive framework of long-range interactions; genes up to *Hoxd11* interact mostly with the telomeric domain, either before or after their activation, and *Hoxd13* always interacts with the centromeric domain. This opposed tropism for *Hoxd* genes in ES cells, as revealed by HiC and the consequent TAD structures, is somewhat at odds with the local clustering of *Hoxd* genes when in a negative state, which we report here by using 4C. This paradox is discussed below.

## Discussion

In this study we present the dynamics of local and long-range 3D chromatin organization during temporal colinear activation of *Hox* genes in vivo. Prior to their sequential activation, *Hox* genes are organized into local 3D chromatin compartments that encompass all bivalently marked chromatin (Bernstein et al., 2006). In ES cells, however, these 3D compartments appear less defined than the fully inactive and H3K27me3-only marked compartments observed in differentiated cells. This difference in discreteness was paralleled by the amount of observable background transcription, which was substantially higher in ES cells that in brain cells, though the biological impact of these very low level transcripts, if any, remains to be determined. 

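Summed over the 39 *Hox* genes, RPKM was 297.1 in ES cells and 8.88 in E10.5 forebrain, a ratio of 33.46 (1 sample each, no replicates). The *HoxC* cluster contributed 148.58 in ES cells, or 50.0% of the sum, and 0.61 in E10.5 forebrain. *HoxA* summed to 76.09 in ES cells and 2.4 in E10.5 forebrain, and *HoxB* to 61.39 and 4.1. For *HoxD* the sums were lowest in ES cells, with 11.04 compared with 1.77 in E10.5 forebrain, from 25 and 6 reads. Without *HoxC* the ratio of the sums was 17.96, and without *HoxB* it was 49.31. The paper takes this difference as a parallel to the less discrete 3D compartments in ES cells.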

This supports the view whereby a generally relaxed chromatin organization in ES cell may accompany the plasticity required for cell-faith commitment (Mattout and Meshorer, 2010). Interestingly, in ES cells grown in the presence of two kinase-inhibitors and thought to be in a somehow more naïve developmental state, H3K27me3 marks are almost absent from *Hox* clusters (Marks et al., 2012). Considering the high correlation between the presence of H3K27me3 marks and the existence of 3D chromatin compartments, we would anticipate *Hox* clusters within these ES cells not to group into 3D compartments as distinct as those visible in ‘canonical’ ES cells. We therefore hypothesize that structuring into fully inactive 3D compartments is a gradual process occurring over the course of several days during embryonic development.

### The spatial dynamics of temporal colinearity

We also observe that the sequential transcriptional activation of *Hox* genes in the PSM coincides with a gene-by-gene transfer or positioning from the inactive H3K27me3-decorated compartment to a newly formed 3D compartment containing active genes only. This indicates that the presence of *Hox* genes in 3D compartments of various extents, along the developed body axis (Noordermeer et al., 2011) is not an a posteriori mechanism used to fix and secure the long-term maintenance of various states of activity, fixed earlier by ‘classical’ transcriptional regulations acting *in trans*. Instead, it suggests that such spatial structures are instrumental in the precise regulation of their transcriptional timing. This is observed at least for the *Hoxd9* to *Hoxd13* genes and we infer that the same process occurs in the part of the cluster containing from *Hoxd1* to *Hoxd8*. It is however not possible to assess this experimentally due to technical limitations associated with the size of the embryonic material at the corresponding developmental stages.

Temporal colinearity was originally proposed as a mechanism to translate time into spatial coordinates, in different ontogenic contexts (Duboule, 1994; Gerard et al., 1997; Durston et al., 2012). While our results support this idea, the transcriptional timing associated with gene clustering may not be an absolute prerequisite to achieve the proper spatial distributions of *Hox* genes products, as suggested by the multiple cases where single mammalian *Hox* transgenes could largely recapitulate the major expression specificities along the AP-axis (Krumlauf, 1994; Duboule, 2007; Tschopp et al., 2009; Tschopp and Duboule, 2011a). In this context, it is possible that the progressive transition of *Hox* genes from an inactive to an active 3D compartment reflects the existence of a mechanism whose major aim would not be to precisely regulate a time sequence but instead, to protect the most ‘posterior’ *Hox* genes from a premature exposure to activating factors, a situation shown to block posterior elongation and hence to be detrimental to the embryo (Young et al., 2009; Mallo et al., 2010). The necessity to actively prevent the most posterior genes from premature activation is supported by their basal transcriptional activity in ES cells, where *Hox* clusters are less discrete than in subsequent negative tissues such as fetal brain cells. Such a basal activity, which was not scored in these latter cells, may reflect the rather generic nature of the activating signals, the general mechanism underlying temporal colinearity thus relying on de-repression.

Studies using internal *Hox* cluster deletions and duplications indeed showed that the relative position of *Hox* genes, rather than their promoters, determines their responses to activating signals (Tschopp et al., 2009). In this view, graded signals emanating from the posterior aspect of the developing embryo would lead to a progressive de-repression of *Hox* clusters, implying that these clusters would display some directional sensitivity. While the nature of the activating factors is elusive, a link with the segmentation clock was proposed (Dubrulle et al., 2001; Zakany et al., 2001). Concerning the directional sensitivity, *Polycomb* group (Pc-G) gene products may play an important role in this process, as the distribution of H3K27me3 marks correlate with the size of the inactive 3D compartments. Recently, a somewhat graded distribution of both EZH2 and RING1B, two proteins members of the PRC2 and PRC1 complexes, respectively, was described over the *HoxD* cluster in ES cells, with the highest signals covering the most ‘posterior’ genes (Li et al., 2011). Directionality may therefore derive from a weaker ‘anterior’ repression exerted by the Pc system. In this context, progressive alterations of the repressive system should sensitize the transcriptional threshold, while keeping on with directionality. This effect was observed in *Cbx2*−/− mutant embryos (a component of the PRC1 complex formerly known as M33), where the efficiency of the PRC1 complex was moderately decreased: RA treatment resulted in premature yet colinear activation of *Hoxd* genes (Bel-Vialar et al., 2000). Alternatively, collinear activation may rely upon a different kind of model involving for example biophysical forces (Almirantis et al., 2013). Future experiments where the process will be witnessed at the cellular level in real time may be informative in this context.

### Transcriptional maintenance

*Hox* genes are originally activated in the most posterior aspect of the gastrulating embryo. This initial wave of activation seems to involve first a poised transcriptional status (Forlani et al., 2003), followed by an apparent anterior forward spreading (Deschamps and Wijgerde, 1993; Gaunt and Strachan, 1994; Gaunt, 2001), which will ultimately lead to the positioning and initiation of the expression domains in the pre-somitic mesoderm (PSM). The colinear processing of this early phase may involve preparatory modifications in the chromatin status, making the system poised for activation by factors emanating from posterior cells (Forlani et al., 2003). In this view, the observed anterior forward spreading in expressing cells (Deschamps and Wijgerde, 1993; Gaunt and Strachan, 1994; Gaunt, 2001) may reflect a prolonged exposure to low levels of signals diffusing from the posterior end of the primitive streak (Forlani et al., 2003). A second (non-exclusive) possibility is that it illustrates the initial difficulty to maintain a robust boundary in Pc repression in a gene cluster where some anterior genes are fully active, with a tendency for the nearby-located genes to be de-repressed and activated.

However, our results suggest that once the expression is finally established within the PSM, the boundary between the active and inactive compartments remain rather stable for the next couple of days, until the axial skeleton is fully determined. In this view, these chromatin domains may represent part of the machinery used to fix a given state of activation and thus translate a temporal parameter into spatial coordinates. As such, early heterochronies in *Hox* gene activation within the PSM will lead to subsequent re-positioning of the expression boundary, as previously observed (Gerard et al., 1997).

### Long-range contacts

By using genetic approaches, it was previously argued that the time-sequenced activation of *Hoxd* genes primarily uses regulatory influences located within the gene cluster itself (Spitz et al., 2001), with some contributions coming from more distant flanking regions (Tschopp et al., 2009; Tschopp and Duboule, 2011b). We now report that such a transcriptional activation is implemented with little-if any-differences in the interaction profiles between the target genes and their neighboring gene deserts, unlike the situation observed during limb development where new contacts appear upon gene activation (Montavon et al., 2011; Andrey et al., 2013). However, temporal colinearity does occur within a framework of constitutive long-range interactions, which may provide a scaffold helping the bimodal separation of active and inactive genes to take place. Further experiments with mice carrying large re-arrangements of these two gene deserts will be necessary to clearly weight the importance of flanking regions in the implementation of the *Hox* clock.

Finally, while the comparison between published HiC data (Dixon et al., 2012) and our 4C datasets are generally highly consistent (e.g., Figure 5, Figure 5—figure supplement 1; Andrey et al., 2013), the data reported here using ES cells raise an apparent paradox. HiC analysis in ES cells identified a boundary between topological domains positioned around the *Hoxd12* to *Hoxd11* gene (Dixon et al., 2012; Figure 5—figure supplement 2D) and such boundaries are thought to impose or reflect a physical separation between the two interaction landscapes (e.g., Nora et al., 2013). As a consequence, *Hoxd13* should display more interactions with its flanking gene desert than with the other part of the *HoxD* gene cluster. Yet, by using several viewpoints in a 4C set-up, the *HoxD* cluster in ES cells appears to form a single negative compartment, despite the interspersed presence of this TAD boundary (Figure 1). In fact, a detailed analysis of the HiC dataset reveals that the *HoxD* cluster itself forms a ‘micro-TAD’, displaying strong internal interactions, in agreement with the 4C results reported here. As such, we consider it likely that the TAD boundary identified by HiC in ES cells (Dixon et al., 2012) represents an average description of two distinct configurations (Figure 6). For each allele, either the most posterior *Hoxd13* gene forms stable interactions within the TAD on the centromeric side or, alternatively, the *Hoxd11* to *Hoxd1* genes interact with the TAD on the telomeric side (Figure 6). As a consequence, for each allele the entire *HoxD* 3D compartment becomes located towards a single TAD, on one side of the cluster with a physical separation from the other side. Molecule(s) causing these interactions are elusive and may include proteins that mediate constitutive loops between *Hoxd* gene promoters and their regulatory elements. The CTCF protein, which may play a role in scaffolding TADs, binds multiple sites around the *Hoxd13* to *Hoxd8* region (Ferraiuolo et al., 2010; Phillips-Cremins et al., 2013). Because formaldehyde crosslinking has a very short range of action (Orlando et al., 1997), the system generates a graded pattern of 4C and HiC interactions from the location of the actual binding sites. Therefore, while in ES cells and for each allele, TAD borders are likely located at either side of the *HoxD* 3D compartment (Figure 6A, black lines), our analysis of a large population of cells reflects the equilibrium that exists between these two situations (Figure 6E). At later stages, when the *HoxD* cluster adopts a bimodal 3D organization, the tethering of interactions, as illustrated by the existence of TADs on either side, may help implement the separation between activated and repressed *Hox* genes, thereby potentially reducing deleterious regulatory interferences and premature activation of the most posterior *Hox* genes.

**Figure 6.**
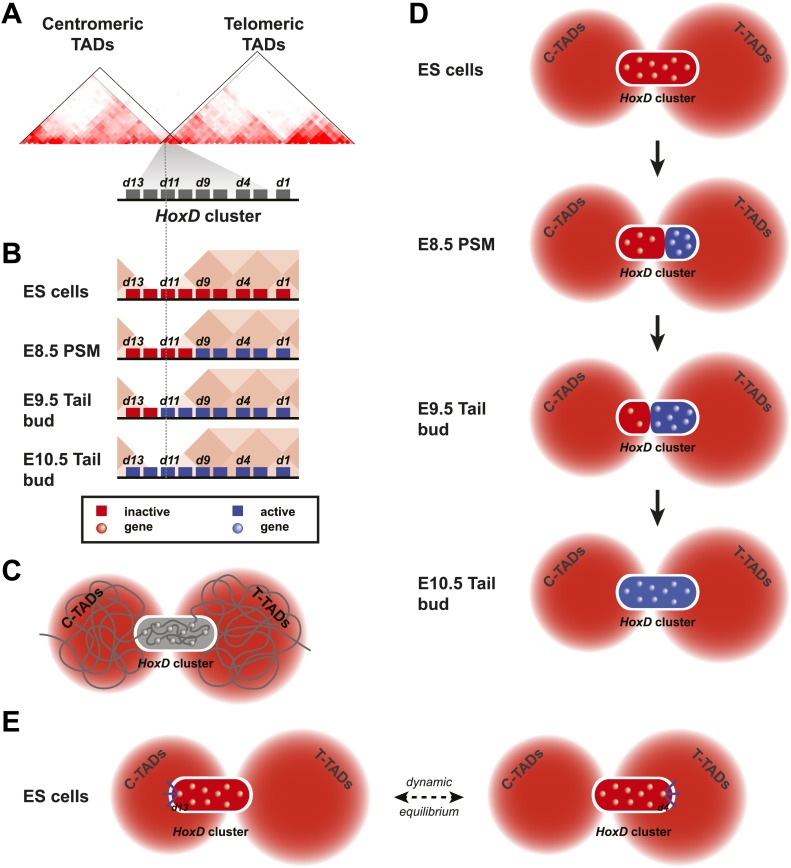
Model of dynamic bi-modal 3D compartmentalization during temporal colinearity. (**A**) Schematic organization of topological domains in ES cells (from Dixon et al. 2012) matching the centromeric and telomeric gene deserts, with an apparent boundary assigned near the *Hoxd11* gene (grey diagonal lines). All *Hoxd* genes in ES cells have considerable interactions on either side of the cluster, suggesting that this border is more diffuse and hence the entire *HoxD* cluster can be integrated in either TAD (diagonal black lines). (**B**) Various states of activity for *Hoxd* genes in different samples, analyzed during sequential activation. The assigned TAD boundary in ES cells is indicated by the dashed line. (**C**) Conceptual 2D representation of chromatin organization within the *HoxD* cluster chromatin compartment and surrounding centromeric and telomeric TADs in ES cells. (**D**) Schemes illustrating the dynamics of local 3D compartmentalization for the *HoxD* cluster (red and blue compartments) vs the constitutive nature of interactions in the context of the surrounding TADs during sequential activation. (**E**) A dynamic equilibrium to explain the paradox in the observed local vs long-range interactions. Genes located at the centromeric or telomeric extremities of the *HoxD* cluster form stable interactions with DNA sequences located with the flanking gene deserts, thereby dragging the *HoxD* 3D chromatin compartments into either one of the TADs. Within a cellular population, this process is in equilibrium, resulting in a read-out where *Hoxd* genes have a graded preference to interact with either the centromeric or the telomeric deserts, despite being organized into a single 3D chromatin compartment. **DOI:** http://dx.doi.org/10.7554/eLife.02557.020

## Materials and methods

### Animal care, tissue sampling, ES cell culture and sample preparation

All experiments were performed in agreement with the Swiss law on animal protection (LPA). Tissue samples were isolated at the indicated time points (with maximum 6 hr delay), with day E0.5 being noon on the day of the vaginal plug. Tissue pieces for 4C-sequencing, ChIP-sequencing, RNA-sequencing and Reverse Transcriptase-qPCR were isolated in PBS and subsequently transferred to PBS supplemented with 10% Fetal Calf Serum. 4C-seq and ChIP-seq material was incubated for 45 min with 1 mg/ml collagenase (Sigma-Aldrich, St. Louis, MO), and 4C-seq material was further made single cell using a cell strainer (BD Falcon).

Mouse ES cells were grown under feeder-free conditions on gelatinized plates in Dulbecco's modified Eagle's medium (DMEM, Life Technologies, Carlsbad, CA) supplemented with 17% fetal calf serum, 1 × non-essential amino acids (Life Technologies), 1 × Pen–Strep (Life Technologies), Sodium Pyruvate (Life Technologies), 0.1 mM β-mercaptoethanol, and 1000 U/ml LIF.

Embryonic 4C-seq samples consisted of pooled material from multiple embryos: 129 embryos for E8.5 pre-somatic mesoderm samples, 196 embryos for E9.5 tail bud, 143 embryos for E10.5 tail bud or E10.5 lumbo-sacral trunks and around 20 embryos for each E10.5 forebrain sample. For embryonic ChIP samples, 50 μg of chromatin was cross-linked at a time, of which 10 μg was used per ChIP. To obtain 50 μg of chromatin, 750 E8.5 pre-somatic mesoderm samples or 10 E10.5 forebrains were pooled. Total RNA from E10.5 forebrain was isolated from single embryos. ES cell 4C-seq and ChIP-seq samples were prepared from samples consisting of 20 million cells. 10 μg of ES cell chromatin was used per ChIP. Total RNA was isolated from 1 million cells.

### 4C-sequencing

4C–seq libraries were constructed as previously described (Noordermeer et al., 2011). NlaIII (New England Biolabs, Ipswich, MA) was used as the primary restriction enzyme and DpnII (New England Biolabs) was used as the secondary restriction enzyme. For each viewpoint, a total of 1 μg (E9.5 tail bud, E10.5 tail bud, E10.5 lumbo-sacral trunks, E10.5 forebrain and ES cells) or 50 ng (E8.5 pre-somatic mesoderm) of each 4C-seq library was amplified using 16 individual PCR reactions with inverse primers including Illumina Solexa adapter sequences (primer sequences in Table 2). Illumina sequencing was done on multiplexed samples, containing PCR amplified material of up to 7 viewpoints, using 100 bp Single end reads on the Illumina HiSeq system according to the manufacturer's specifications.

**Table 2.** 4C-seq Inverse primer sequences **DOI:** http://dx.doi.org/10.7554/eLife.02557.021

Viewpoint	Inverse primer	Sequence
*Hoxd13*	iHoxd13 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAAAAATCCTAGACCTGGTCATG
		chr2:74504328-74504348
	iHoxd13 reverse*	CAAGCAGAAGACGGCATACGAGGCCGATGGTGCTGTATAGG
		chr2:74505579-74505598
*Hoxd11*	iHoxd11 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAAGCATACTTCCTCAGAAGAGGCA
		chr2:74523621-74523643
	iHoxd11 reverse*	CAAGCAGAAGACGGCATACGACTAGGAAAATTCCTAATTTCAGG
		chr2:74523881-74523903
*Hoxd9*	iHoxd9 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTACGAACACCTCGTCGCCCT
		chr2:74536168-74536185
	iHoxd9 reverse*	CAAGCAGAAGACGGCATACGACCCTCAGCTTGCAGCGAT
		chr2:74536797-74536814
*Hoxd4*	iHoxd4 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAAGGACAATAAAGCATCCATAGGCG
		chr2:74561330-74561353
	iHoxd4 reverse*	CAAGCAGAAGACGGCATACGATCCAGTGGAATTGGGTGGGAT
		chr2:74562171-74562191
*Hoxc13*	iHoxc13 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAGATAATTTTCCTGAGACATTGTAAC
		chr15:102756108-102756132
	iHoxc13 reverse*	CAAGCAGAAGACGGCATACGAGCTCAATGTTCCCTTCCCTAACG
		chr15:102755251-102755273
*Hoxb13*	iHoxb13 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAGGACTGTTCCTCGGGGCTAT
		chr11:96057673-96057692
	iHoxb13 reverse*	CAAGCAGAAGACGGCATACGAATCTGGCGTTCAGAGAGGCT
		chr11:96057448-96057467
*Hoxb9*	iHoxb9 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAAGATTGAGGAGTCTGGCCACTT
		chr11:96136070-96136091
	iHoxb9 reverse*	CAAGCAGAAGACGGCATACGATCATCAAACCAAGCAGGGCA
		chr11:96136671-96136690
*Hoxa13*	iHoxa13 forward*	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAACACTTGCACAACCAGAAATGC
		chr6:52212211-52212232
	iHoxa13 reverse*	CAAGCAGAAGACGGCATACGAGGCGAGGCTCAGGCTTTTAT
		chr6:52212476-52212495
*CNS(39)*	iCNS(39) forward†	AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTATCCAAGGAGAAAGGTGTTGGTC
		chr2:74975258-74975279
	iCNS(39) reverse†	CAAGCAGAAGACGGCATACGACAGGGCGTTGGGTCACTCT
		chr2:74975670-74975687

Location of primers according to NCBI37 (mm9).

* Primers from Noordermeer D, Leleu M, Splinter E, Rougemont J, De Laat W, Duboule D. 2011. The dynamic architecture of *Hox* gene clusters. Science 334:222–225.

† Primers from Andrey G, Montavon T, Mascrez B, Gonzalez F, Noordermeer D, Leleu M, Trono D, Spitz F, Duboule D. 2013. A switch between topological domains underlies *HoxD* genes collinearity in mouse limbs. Science 340:1234167.

4C-seq reads were sorted, aligned, and translated to restriction fragments using the 4C-seq pipeline of the BBCF HTSstation (available at http://htsstation.epfl.ch; Noordermeer et al., 2011; David et al., 2014) according to ENSEMBL Mouse assembly NCBIM37 (mm9). 4C-seq patterns were corrected vs previously generated random 4C–seq libraries (Noordermeer et al., 2011), consisting of BACs covering the mouse Hox clusters (*HoxD*: RP23-331E7; *HoxC*: RP23-430C12; *HoxB*: RP23-381I12 and RP23-196F5; *HoxA*: RP24-298M24). After random correction, three restriction fragments were removed that returned aberrant values (*HoxD*: chr2:74’597’000-74’597’732; chr2:74’608’796-74’609’312, *HoxB*: chr11:95’999’958-96’000’916) due to sequence abnormalities in the BAC template (confirmed by Sanger sequencing; not shown). Normalization and further data processing was done as previously described (Noordermeer et al., 2011). Quantitative log2 ratios were calculated by dividing the quantitative fragment count between tissue samples. Unprocessed 4C-seq data is available from the Gene Expression Omnibus (GEO) repository under accession number GSE55344. Random corrected tracks are available from http://duboule-lab.epfl.ch/data.

The directionality of long-range interactions was calculated as previously described (Woltering et al., 2014). In Figure 5A, the smoothed 4C-seq patterns (running mean, window size 11) were obtained using the 4C-seq pipeline of the BBCF HTSstation (available at http://htsstation.epfl.ch; David et al., 2014). HiC data on topological associated domains (TADs) from ES cells were obtained from (http://chromosome.sdsc.edu/mouse/hi-c/database.php; Dixon et al., 2012). Two TADs located centromeric and telomeric of the clusters were selected, covering genomic coordinates chr2:73400000-75960000 (discussed in Woltering et al., 2014). Spearman correlation of long-range patterns was done over the region covering these TADs, with signal on the *HoxD* cluster itself removed (excluded region: chr2:74484971-74607492). Conventional hierarchical clustering was done to score for relationships between viewpoints.

### ChIP-sequencing

ChIP was performed as previously described (Noordermeer et al., 2011). Cells were fixed for 5 min in a 2% formaldehyde solution at room temperature. ChIP-seq samples were fragmented to a range of 200–500 bp using tip sonication (Misonix S4000, Misonix, Farmingdale, NY), For all ChIP assays, 10 μg of cross-linked chromatin was used. Antibodies used: anti Histone H3K27me3 (#17-622; Millipore, Billerica, MA) and anti H3K4me3 (#17-614; Millipore). ChIP-seq libraries were constructed from 6 to 10 nanograms of immune-precipitated DNA according to the manufacturers instructions (Illumina, San Diego, CA). Sequencing was done using 50 or 100 bp Single end reads on the Illumina HiSeq system according to the manufacturer's specifications. ChIP-seq reads were mapped to ENSEMBL Mouse assembly NCBIM37 (mm9), and extended to 100 bp if read lengths smaller than 100 bp were used, using the ChIP-seq pipeline of the BBCF HTSstation (available at http://htsstation.epfl.ch; David et al., 2014). ChIP-seq data is available from the Gene Expression Omnibus (GEO) repository under accession numbers GSE55344 and GSE31570.

### Correlation of 4C-seq and ChIP-seq samples

Random corrected 4C-seq and ChIP-seq samples were correlated by ranking experimental values within restriction fragments (Table 1). First, to each NlaIII restriction fragment covered by the random 4C tracks within the regions visualized in Figures 1 and 2 (*HoxD* cluster: chr2:74454783-74622413; *HoxC* cluster: chr15:102715179-102909417; *HoxB* cluster: chr11:95992344-96244915; *HoxA* cluster: chr6:52058584-52234371), the average ChIP-seq signal was assigned for each condition. Restriction fragment within individual samples were ranked based on their 4C-seq or ChIP-seq value and subsequently the Spearman's rank correlation coefficient was calculated between pairs of samples.

### RNA-sequencing and Reverse Transcriptase-qPCR

Total RNA from tissue samples was isolated using Trizol LS reagent (Life Technologies). Total RNA from ES cell samples was isolated using Trizol reagent (Life Technologies). For RNA-seq, the RNA was depleted from rRNAs and, subsequently, strand-specific total RNA-seq libraries were constructed according to the manufacturers instructions (Illumina). Sequencing was done using 50 bp Single end reads on the Illumina HiSeq system according to the manufacturer's specifications. RNA-seq reads were mapped to ENSEMBL Mouse assembly NCBIM37 (mm9) and translated into reads per gene (RPKM) using the RNA-seq pipeline of the BBCF HTSstation (available at http://htsstation.epfl.ch; David et al., 2014). RNA-seq data is available from the Gene Expression Omnibus (GEO) repository under accession numbers GSE55344. For RT-qPCR, cDNA was synthesized after DNAseI treatment (Life Technologies) using SuperScript III (Life Technologies) and oligo-dT primers (Life Technologies), using the manufacturer's instructions. For ES cells and E10.5 forebrain, 2 μg of RNA was used as input for the cDNA synthesis, for E10.5 posterior trunk 1 μg of RNA was used. Products were quantified by qPCR using EXPRESS SYBR GreenER mixes (Life Technologies) on a CFX96 PCR Detection System (BioRad, Hercules, CA). Sequences of intron-spanning primers are provided in Table 3.

**Table 3.** RT-qPCR primer sequences **DOI:** http://dx.doi.org/10.7554/eLife.02557.022

Fragment	Primer	Sequence
mRNA	mRNA Tubb2c forward*	GCAGTGCGGCAACCAGAT chr2:25080064-25080081
*Tubb2c*	mRNA Tubb2c reverse*	AGTGGGATCAATGCCATGCT chr2:25079711-25079730
mRNA	mRNA Tbp forward*	TTGACCTAAAGACCATTGCACTTC chr17:15644342-15644365
*Tbp*	mRNA Tbp reverse*	TTCTCATGATGACTGCAGCAAA chr17:15650497-15650518
mRNA	mRNA Hoxd13 forward*	GGTGTACTGTGCCAAGGATCAG chr2:74507077-74507098
*Hoxd13*	mRNA Hoxd13 reverse*	TTAAAGCCACATCCTGGAAAGG over intron boundry
mRNA	mRNA Hoxd9 forward*	GCAGCAACTTGACCCAAACA over intron boundry
*Hoxd9*	mRNA Hoxd9 reverse*	GGTGTAGGGACAGCGCTTTTT chr2:74537278-74537298
mRNA	mRNA Hoxd4 forward	TCAAGCAGCCCGCTGTGGTC chr2:74565709-74565728
*Hoxd4*	mRNA Hoxd4 reverse	TCTGGTGTAGGCCGTCCGGG chr2:74566355-74566374
mRNA	mRNA Hoxb13 forward	GTCCATTCTGGAAAGCAG chr11:96056334-96056351
*Hoxb13*	mRNA Hoxb13 reverse	AAACTTGTTGGCTGCATACT chr11:96057389-96057408
mRNA	mRNA Hoxb9 forward	GGCAGGGAGGCTGTCCTGTCT chr11:96133282-96133302
*Hoxb9*	mRNA Hoxb9 reverse	GCCAGTTGGCAGAGGGGTTGG chr11:96135938-96135958

Location of primers according to NCBI37 (mm9).

* Primers from Montavon T, Le Garrec JF, Kerszberg M, Duboule D. 2008. Modeling *Hox* gene regulation in digits: reverse collinearity and the molecular origin of thumbness. Genes Dev 22:346–359.

How the deposited data were processed for this re-analysis (not part of the article)

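RNA-seq of 2 samples was analysed, 1 of E14 ES cells and 1 of E10.5 forebrain, without replicates. The authors prepared strand-specific libraries from rRNA-depleted total RNA, mapped single-end reads to NCBIM37 (mm9) with the RNA-seq pipeline of HTSstation and deposited a value per gene that they call RPKM. The version of the pipeline and the scaling between samples are not given in the text or figures read here. The 4C-seq, ChIP-seq and RT-qPCR experiments were not analysed here. The conditions were taken from the sample labels and the paper, which give different read lengths (100 bp and 50 bp).

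All 29311 genes of the tables were found in the annotation of the same build with the same coordinates, and exonic lengths and GC content were computed from it. The deposited RPKM values were used without further normalization. They are whole multiples of a step that depends on exonic length, 1.221 per kb in ES cells and 0.8191 per kb in E10.5 forebrain, estimated on genes with up to 2500 bp of exon. Reads per gene were inferred from this step and rounded to whole reads, which covers reads that the authors' counting may have split between genes. The inferred total on genes was 42779030 reads in ES cells and 59785297 in E10.5 forebrain. A floor of 3 reads corresponds to an RPKM of 0.63 to 3.55 for *Hox* genes in ES cells and 0.42 to 2.38 in E10.5 forebrain. Intervals of single values are exact Poisson 95% intervals on the inferred reads, and those of the number of detected genes are Wilson 95% intervals over the 39 genes.

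Except where stated, the tests were fixed before the processed files arrived. Ratios were taken on log2(RPKM + 1). The *Hox* genes were compared between samples by a sign test and a sign-flip permutation test across genes, with 100000 resamples, and against 10000 seeded sets of genes drawn from the 50 nearest in RPKM. *Hox* genes absent from the tables carry a ratio of 0 in the latter comparison. Posterior (groups 9 to 13) and anterior genes (groups 1 to 8) were compared by permutation across genes. Single genes were compared by an exact binomial test on the inferred reads, with an expected share of 40.1% in ES cells, and Benjamini-Hochberg adjustment over the 39 *Hox* genes. All genes were compared by the Welch test named in the figure legend. None of these tests covers variation between samples of a cell type. Exact permutation tests of posterior against anterior genes within each cluster, and the tests of transcripts inside the clusters, were added after the files arrived.

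The genes named in the text followed a rule set before the files arrived. It covers *Hox* genes with an RPKM of at least 5 in either sample, the *Hox* genes assayed by RT-qPCR, the housekeeping genes of the figure, the genes of 7 marker lists, the genes that flank the *Hox* clusters or lie within them, and the 5 genes with the highest value in each sample. Not every gene that meets the rule is described. Other *Hox* genes are given as counts and ranges, except where a number of reads in E10.5 forebrain or a comparison within a cluster is described.

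Alternatives covered the minimum value or number of reads for detection, pseudocounts of 0.1 and 5, scaling by the column total or the upper quartile, the choice of matched genes, each cluster left out, and the limit between posterior and anterior genes. Of 65 alternatives, 11 were added after the data were seen, and these include scaling per 1000000 reads on genes. On simulated data, the step of 1 read was recovered, the matched sets found 92.5% of simulated 4-fold shifts and called 2.5% of sets without a shift, and the binomial test called 0.39% of unchanged genes. The simulated sets held genes drawn at random, and the simulated reads had sampling noise only. These shares therefore do not cover genes that are regulated together or variation between samples. Transcripts inside the clusters were aligned to protein-coding transcripts with blastn 2.17.0. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.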

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

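Each result in this part is a signal of at least 3 inferred reads on a transcript inside a *Hox* cluster that the paper does not report on, so it lies above the smallest value taken as visible at this depth. In ES cells, the RPKM was 38.11 for *Gm15051*, 5.07 for a lincRNA antisense to *Hoxa3* (ENSMUSG00000085696), 1.09 for the protein-coding gene ENSMUSG00000056468 and 1.18 for the other identifier of *Hoxa3* (ENSMUSG00000079560), all in *HoxA*. In *HoxB* it was 10.67 for *Gm11538*, 5793.31 for *Gm11539*, 177.3 for *Gm53*, 263.32 for *Mir196a-1*, which is listed under 2 identifiers with the same value, and 2.52 for *Hoxb3os*. In *HoxC* it was 14.49 for *Gm16258*. In E10.5 forebrain, at least 3 reads were found for the other *Hoxa3* identifier (RPKM 0.37), *Gm11538* (1.26), *Gm11539* (3092.03), *Gm53* (27.78) and *Hoxb3os* (0.61).

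All 11 of these entries were higher in ES cells, and 9 of them remained so in an exact binomial test on the inferred reads with Benjamini-Hochberg adjustment over the 11. The test covers the sampling of reads only. *Gm53* had 578 reads in ES cells and 135 in E10.5 forebrain (adjusted p = 6.9e-110 in the binomial test), and *Gm16258* had 32 and 0 (adjusted p = 7.6e-13). The other *Hoxa3* identifier, with 6 and 3 reads (adjusted p = 0.19), and ENSMUSG00000056468, with 3 reads and 1 read (adjusted p = 0.31), did not pass in the binomial test. Both entries of *Mir196a-1* are the same locus, and the other *Hoxa3* identifier overlaps the one used for *Hoxa3*, so the entries are not independent.

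The sequencing depth would favour E10.5 forebrain, as ES cells had 0.716 times the reads on genes. Reads shared with a near-identical gene elsewhere were tested for all 11 entries. In 1 of them, *Gm11539*, a protein-coding transcript of another locus (*Rpl18*) had at least 90% identity over at least 50% of the length, at 96.8% over 100.0%. Its reads may therefore come from *Rpl18*, and its value says nothing firm about the *HoxB* cluster. For the other entries no such copy was found among protein-coding transcripts, while copies outside them were not searched. Differentiated cells in the ES cell culture remain a possible source of the higher values in ES cells, since the test of that explanation (mean log2 ratio of 2.008 for primitive streak and early mesoderm genes, exact permutation p = 0.22) leaves it open. GC content and gene length were not tested for these transcripts, and no pattern in this part is called biological.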

How the results depend on the processing

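The alternatives were listed before the processed files arrived, except for 11 chosen after seeing the data. Of 65 alternatives, 52 left the result in the same direction and on the same side of its threshold, or within 1.5 times for a count or ratio. For 5 of 12 results this held under every alternative: the mean log2 ratio of *Hox* genes, its excess over genes of matched expression, the largest housekeeping difference, the ratio of medians and the 13 *Hox* genes of the single-gene tests. The mean log2 ratio still ranged from 0.724 to 3.064 with the pseudocount. *Hoxa3* by its other identifier gave 1.497, and *Hox* genes of at least 3 reads in either sample gave 2.313, both chosen after seeing the data. Scaling per 1000000 reads on genes, also chosen after seeing the data, gave a mean log2 ratio of 1.489. Some of the 52 alternatives could not have come out otherwise. Keeping genes above 0 in either sample removed none, so the Welch test and the ratio of medians were repeated unchanged. Column-total scaling makes the means equal, which fixes the outcome of that Welch test.

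A minimum value changed the numbers of detected genes. In ES cells 33 fell to 21 with an RPKM of at least 1 and to 21 with at least 3 reads. In E10.5 forebrain 14 fell to 7 with at least 0.5, to 3 with at least 1 and to 5 with at least 3 reads. The filter on reads removes genes of 1 or 2 reads, where the depth limits both counts. The cuts on RPKM also depend on exonic length, so that they remove some genes with more reads and keep some with fewer. With a difference of at least 2-fold required on RPKM + 1, 20 *Hox* genes were higher in ES cells and 1 in E10.5 forebrain. This scale leaves out genes of low RPKM that differ by more on the RPKM itself. The ratio of summed *Hox* RPKM fell from 33.46 to 17.96 without *HoxC*, which holds 50.0% of the sum in ES cells.

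The difference between posterior and anterior *Hox* genes was 0.9165 (permutation p = 0.11). It passed the threshold without *HoxA*, at 1.579 (permutation p = 0.02), which removes the cluster whose anterior genes had the higher mean. It also did so over genes of at least 3 reads in ES cells, at 1.881 (permutation p = 0.011), an alternative chosen after seeing the data. In the other 8 alternatives the permutation test stayed above the threshold of 0.05, the lowest difference being 0.3775 without *HoxB*. Spearman's rho with the paralog group changed sign without the group 13 genes, from 0.040 to -0.1365 (permutation p = 0.43), so neither sign is distinguishable from 0.

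The Welch test over all genes (n = 29311) gave p = 0.43 on the values as deposited. On log2(RPKM + 1) it gave 0.0004022, and the sign-flip permutation test gave 1e-05, the smallest it can give, both with E10.5 forebrain higher. Without the 1% of genes with the highest mean it gave 3.083e-12, with ES cells higher. The log scale and the removal both take away the weight of the most abundant genes. Over so many genes a small shift passes the threshold, and the mean log2 difference was -0.109 (SD 2.19). Under column-total scaling the means are equal by construction.

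The replicate block was not run because each cell type has 1 sample, and for the same reason no replicate was left out.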

Differences from the paper's values

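No value read from Figure 1—figure supplement 7 differed from the value computed here by more than 1.5 times. The Welch p over all genes is about 0.43 in Figure 1—figure supplement 7B, read by eye, and 0.43 here on the values as deposited. The largest difference among the housekeeping genes was 3.25-fold (*Gapdh*), slightly above the maximum that the legend of the figure gives. It was below that maximum, at 2.694-fold, under column-total scaling, and 3.459-fold under upper-quartile scaling. Scaled per 1000000 reads on genes, an alternative chosen after seeing the values, it was 3.051-fold.

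The paper proposes that posterior *Hox* genes may be more prone to background transcription in ES cells than anterior ones. Here the posterior genes had the higher mean on log2(RPKM + 1), by 0.9165, but the permutation test across genes set before the files arrived gave p = 0.11, and Spearman's rho with the paralog group was 0.040 (permutation p = 0.81). Of the alternatives set before the files arrived, leaving out *HoxA* gave permutation p = 0.02. A filter of at least 3 reads, chosen after seeing the values, gave permutation p = 0.011.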

Other observations

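The *Hox* genes were higher in ES cells than in E10.5 forebrain, and technical explanations of this pattern were tested. Sequencing depth would act the other way, with 0.716 times the reads on genes in ES cells. Under the other 2 scalings the mean log2 ratio of the *Hox* genes stayed at 1.43 or above. Of 10000 sets of genes matched on RPKM alone, on RPKM and GC content, or on RPKM and exonic length, none reached the ratio of the *Hox* genes (n = 39 genes, p = 0.0001 in each case, the smallest that 10000 sets can give). All 39 *Hox* genes had a GC value. For 4 *Hox* genes, the read number in ES cells was more than 0.2 from a whole number. Reads shared between paralogs would give such numbers. Without these 4 genes, the mean log2 ratio was 1.38. The predictions on depth, scaling and shared reads were written after the result was seen.

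Transcription from neighbouring genes was tested for the 10 *Hox* genes with an RPKM of at least 5 in ES cells. For 0 of them did a gene on the same strand with at least as high a value overlap or end within 5 kb upstream. In a wider window of 10 kb, chosen after the first count, 2 had such a neighbour, *Hoxb9* downstream of *Gm53* and *Mir196a-1*, and *Hoxa7* downstream of *Mir196b*. For those genes, transcription that continues from the neighbour may contribute. *Mir196b* rests on 1 read.

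The explanation left open is differentiated cells in the ES cell culture. The primitive streak and early mesoderm genes, 10 genes listed before the files arrived, had a mean log2 ratio of 2.008, with 6 of 10 higher in ES cells (exact permutation test, p = 0.22, adjusted p = 0.26 over 7 lists). The prediction asked for a p below 0.05 and was not met, but with a positive mean and 10 genes the test was read as undecided, a reading chosen after the value was seen. *T* had an RPKM of 1112.09 in ES cells and 2.66 in E10.5 forebrain, *Cdx1* had 677.06 and 1.64, and *Cdx2* had 271.6 and 0. *Eomes* was lower in ES cells (90.06 and 233.7), as were *Wnt3a*, *Gsc* and *Lhx1*. The endoderm list had a mean log2 ratio of -2.136 and the retinoic acid response list of -4.628. These ratios also depend on the level in E10.5 forebrain, so they cannot show whether the culture held differentiated cells. A ratio below 0 does not argue against such cells. The higher *Hox* values in ES cells therefore cannot be told apart from a contribution of a few differentiating cells, and a biological reading, such as that of bivalent marks proposed by the paper, stays a hypothesis here.

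Pluripotency genes were higher in ES cells for 12 of 12 genes (mean log2 ratio 7.554, exact permutation p = 0.00049, adjusted p = 0.0017) and forebrain genes for 0 of 12 (mean log2 ratio -5.911, with the same p and adjusted p). Neither value points to exchanged samples. Genes of non-neural tissue of the head had a mean log2 ratio of -6.185 (exact permutation p = 0.0059, adjusted p = 0.014). In E10.5 forebrain, the RPKM was 1556.07 for *Twist1*, 399.55 for *Prrx1*, 325.7 for *Cdh5* and 367633.15 for *Hbb-y*. The 3 globin genes of the list held 0.897% of the inferred reads on genes in E10.5 forebrain. These values are given without an explanation.

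The few *Hox* reads in E10.5 forebrain fell mostly on anterior genes, a pattern noticed in the data. Of the 23 anterior genes 12 had a value above 0, as did 2 of the 16 posterior genes, with 31 and 2 reads. An even spread of detection over the genes gave a Fisher exact p of 0.017, with the prediction written after the pattern was seen. A candidate source is hindbrain or spinal cord tissue in the dissection. The median of the hindbrain and spinal cord genes was 0.0509 times that of the forebrain genes, below the 0.1 set in advance. A smaller contribution is not excluded by this test, and other cell types, including blood, were not tested as a source of *Hox* reads.

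A further hypothesis concerns the position of *Hox* genes within the clusters. In ES cells, the genes at both ends of the clusters appeared higher than those in the middle, and RPKM fell with the rank from the nearer end (Spearman's rho -0.388 across the 39 genes, permutation p = 0.016, prediction written after the pattern was seen). This correlation treats both ends alike, was computed on the pattern that prompted it, and does not test the difference between posterior and anterior genes. Posterior genes were not detectably nearer to an end of their cluster than anterior genes (mean ranks of 1.69 and 2.17, permutation p = 0.37, prediction written after the correlation was seen). GC content of the exons did not differ detectably between posterior and anterior genes (means of 53.8% and 53.1%, permutation p = 0.5). Genes are not independent replicates, and the design has no condition that separates position within a cluster from other properties of these genes.

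The values that the authors call RPKM are larger than reads per kb per 1000000 reads. Multiplied by length in kb they sum to 52231969 in ES cells and 48968969 in E10.5 forebrain, and the scaling factors of the samples (0.819 and 1.221) have a product of 1.0. Divided by 52.2, the highest *Hox* value in ES cells, that of *Hoxc12*, would be 1.54 reads per kb per 1000000 reads on genes. The corresponding divisor is 49.0 in E10.5 forebrain, so the scaling also enters ratios between the samples. Scaled per 1000000 reads on genes, an alternative chosen after seeing the data, the ratio of summed *Hox* RPKM was 31.37 in place of 33.46, and the largest housekeeping difference was 3.051-fold in place of 3.25-fold.

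The test over all genes on the values as deposited gave no difference, and a few very abundant small RNAs may set the mean and variance it uses. The 1% of genes with the highest mean held 75.6% of the summed values in E10.5 forebrain and 76.4% in ES cells. The prediction was written after the result was seen. The highest values were those of *RNase_MRP*, *AC099934.1*, *AC157822.1*, *7SK* and *AC122546.1*, the same 5 genes in both samples.

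Among the genes that flank the clusters, *Evx1* next to *HoxA* had an RPKM of 35.43 in ES cells and 0 in E10.5 forebrain, and *Evx2* next to *HoxD* had 0 and 6.01. *Skap2* had 943.23 and 110.01, and *Calcoco2* had 88.73 and 2.34. *Mtx2*, next to *HoxD*, had 724.38 and 896.54. These values have 1 sample per cell type and no explanation was tested.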
